# Characterisation of infection associated microRNA and protein cargo in extracellular vesicles of *Theileria annulata* infected leukocytes

**DOI:** 10.1111/cmi.12969

**Published:** 2018-11-09

**Authors:** Victoria Gillan, Deborah M. Simpson, Jane Kinnaird, Kirsty Maitland, Brian Shiels, Eileen Devaney

## Abstract

The protozoan parasites *Theileria annulata* and Theileria parva are unique amongst intracellular eukaryotic pathogens as they induce a transformation‐like phenotype in their bovine host cell. T. annulata causes tropical theileriosis, which is frequently fatal, with infected leukocytes becoming metastatic and forming foci in multiple organs resulting in destruction of the lymphoid system. Exosomes, a subset of extracellular vesicles (EV), are critical in metastatic progression in many cancers. Here, we characterised the cargo of EV from a control bovine lymphosarcoma cell line (BL20) and BL20 infected with T. annulata (TBL20) by comparative mass spectrometry and microRNA (miRNA) profiling (data available via ProteomeXchange, identifier PXD010713 and NCBI GEO, accession number GSE118456, respectively). Ingenuity pathway analysis that many infection‐associated proteins essential to migration and extracellular matrix digestion were upregulated in EV from TBL20 cells compared with BL20 controls. An altered repertoire of host miRNA, many with known roles in tumour and/or infection biology, was also observed. Focusing on the tumour suppressor miRNA, *bta‐miR‐181a* and *bta‐miR‐181b*, we identified putative messenger RNA targets and confirmed the interaction of *bta‐miR181a* with ICAM‐1. We propose that EV and their miRNA cargo play an important role in the manipulation of the host cell phenotype and the pathobiology of *Theileria* infection.

## 1 INTRODUCTION

The tick‐borne parasites of ruminants *Theileria annulata* and Theileria parva are responsible for significant pathology, productivity, and economic loss over large areas of the old world. T. annulata causes tropical theileriosis, and is widespread in tropical and subtropical regions, including parts of Southern Europe, where infection rates of approximately 30% have been recorded (Gomes et al., 2016). In North Africa and India, T. annulata is the primary tick‐borne infection of cattle with an estimated 40 million cattle at risk of infection, compromising the livelihood of many small‐scale farmers and costing the economy an estimated $348 million per annum. In sub‐Saharan Africa, T. parva is the causative agent of east coast fever, a condition that is frequently fatal. These *Theileria* spp are unique amongst apicomplexan parasites because of their ability to transform host cells, which, in the case of T. annulata, are myeloid cells, dendritic cells (DC), and B cells. Following invasion by the sporozoite and development of the macroschizont stage, the infected host cell undergoes a phase of uncontrolled proliferation and metastasis, characteristics with similarities to cancer cells. Previous studies have shown that the constitutive activation of genes controlled by key transcription factors, NFkB and AP1, is critical for cellular transformation (as reviewed in Shiels et al., 2006) and proliferating *Theileria*‐infected cells are resistant to apoptosis (Heussler et al., 1999).

Understanding the molecular mechanisms underlying these events may offer novel avenues for intervention, as current control of theileriosis is problematic. In some countries, cattle are vaccinated with T. annulata‐infected cells, attenuated by prolonged *in vitro* passage (Ali et al., 2008), but these vaccines carry the continued risk of reversion to virulence and are difficult to produce and deliver. Consequently, they are not widely deployed in endemic regions. Limiting the spread of infection is possible using externally applied acaricides against the vector, but resistance to these chemicals compromises control (Abbas, Zaman, Colwell, Gilleard, & Iqbal, 2014) and their use has environmental implications. *Theileria* infection can be controlled by chemotherapy, primarily using buparvaquone, but just as with tick control, drug resistance has been identified (Mhadhbi, Chaouch, Ajroud, Darghouth, & BenAbderrazak, 2015), and the cost of treatment is relatively high. Thus, to improve productivity in endemic regions, development of novel treatments and vaccines is required, a challenge that requires greater understanding of the molecular mechanisms involved in parasite manipulation of the host cell. The potential socio‐economic impact of improved control of T. parva was illustrated in a recent study of pastoralist households in Kenya. Uptake of a vaccine was predicted to be positively associated with increased household income and expenditure on food and had a significant effect on the likelihood of children attending school (Marsh, Yoder, Deboch, McElwain, & Palmer, 2016).

In this paper, we adopted a novel approach to understanding the molecular mechanisms underlying the pathogenesis of T. annulata, focusing on extracellular vesicles (EV) and their microRNA (miRNA) cargo. EV have important roles in cell–cell communication and have been particularly well characterised in cancer because of their role in various processes leading to oncogenesis, including their capacity to generate a metastatic niche, which allows the engraftment of tumour cells elsewhere in the body (Costa‐Silva et al., 2015; Hoshino et al., 2015). The best‐described subset of EV are exosomes, which derive from the endocytic pathway, display a characteristic cup‐shaped morphology and are approximately 50–150 nm in size. Other classes of EV, such as microvesicles bud from the plasma membrane, while apoptotic bodies occur when cells are undergoing apoptotic fragmentation. These subtypes have a larger size range (50 to 2000 nm and 50 to 5000 nm, respectively) and lack the cup‐shape morphology unique to exosomes (reviewed in Edgar, 2016). Despite these differences, distinguishing exosomes from other EV is complex, and there is no single reliable marker for their identification. Consequently, in this manuscript, we use the terminology EV throughout. EV can contain protein and nucleic acids, such as miRNA or messenger RNA (mRNA). Depending on the cell type from which they are derived, their role in cellular communication can vary, relating to the complex and dynamic nature of their cargo.

EV are gaining prominence in infectious disease biology, with several recent studies highlighting their importance in both pathology and the modulation of host immune responses (reviewed in Robbins and Morelli, 2014). For example, EV from *Trypanosomes* have been implicated in the development of anaemia (Szempruch et al., 2016), while EV from *Plasmodium*‐infected red blood cells are important in malaria pathogenesis (Mantel et al., 2016). EV are also involved in the initiation and/or regulation of immune responses: They can mediate the transfer of antigenic peptides from infected cells to antigen‐presenting cells and can deliver either stimulatory or suppressive signals to regulate the induction and differentiation of immune responses (reviewed in Robbins and Morelli, 2014). Tumour‐derived EV are most often associated with immune suppression, while EV from *Plasmodium*‐infected reticulocytes induce protection via their interaction with CD4 and CD8 cells (Martin‐Jaular et al., 2016). Notably, many of the properties of EV are mediated via their miRNA cargo (Mantel et al., 2016).

Here, we compared the protein and miRNA profile of EV from T. annulata infected (TBL20) and control uninfected cells (BL20). Proteomic analysis revealed that a large number of host proteins were elevated in infected relative to uninfected EV. The expression of several miRNAs was also shown to be dysregulated in EV from TBL20 cells (TBL20‐EV) compared with EV from BL20 cells (BL20‐EV). While each of the differentially expressed miRNA have known roles in regulating aspects of the immune response or in oncogenesis, we focus on the tumour suppressor miRNA, *bta‐miR‐181a/b* and their interaction with potential target molecules. Our results indicate that infection‐associated EV proteins and miRNA may play a key role in the pathobiology of this important veterinary pathogen.

## 2 RESULTS

### 2.1 Identification of EV from BL20 and TBL20 cells

BL20‐EV and TBL20‐EV were characterised using a variety of methods. Electron microscopy revealed vesicles of the correct size for exosomes (~100 nm) in the preparations from both BL20 and TBL20 culture supernatants using ultracentrifugation (Figure 1a). Western blots showed that CD63 was highly enriched in BL20‐EV and TBL20‐EV samples and virtually absent in the corresponding whole cell extracts and EV depleted supernatant. Rab‐5B was present in EV preparations and cell extracts but absent in EV depleted supernatants. CYC1, a mitochondrial associated protein, was used as a negative control and was present in cell extracts but absent in EV preparations and EV depleted supernatants as would be expected (Figure 1b). Quantification by either NTA or EXOCET yielded 5 × 10^8^ to 1 × 10^9^ EV per million cells. Additionally, to examine whether TBL20‐EV have the capacity to enter other cells, PKH‐67 labelled EV were incubated with BL20 cells for 2 hr and examined using fluorescence microscopy. Figure 1c shows a representative image demonstrating the presence of labelled EV within the recipient cells. When EV depleted supernatants were labelled using the same protocol and included as a negative control, no intracellular particles were detected (Figure 1d).

**Figure 1:**
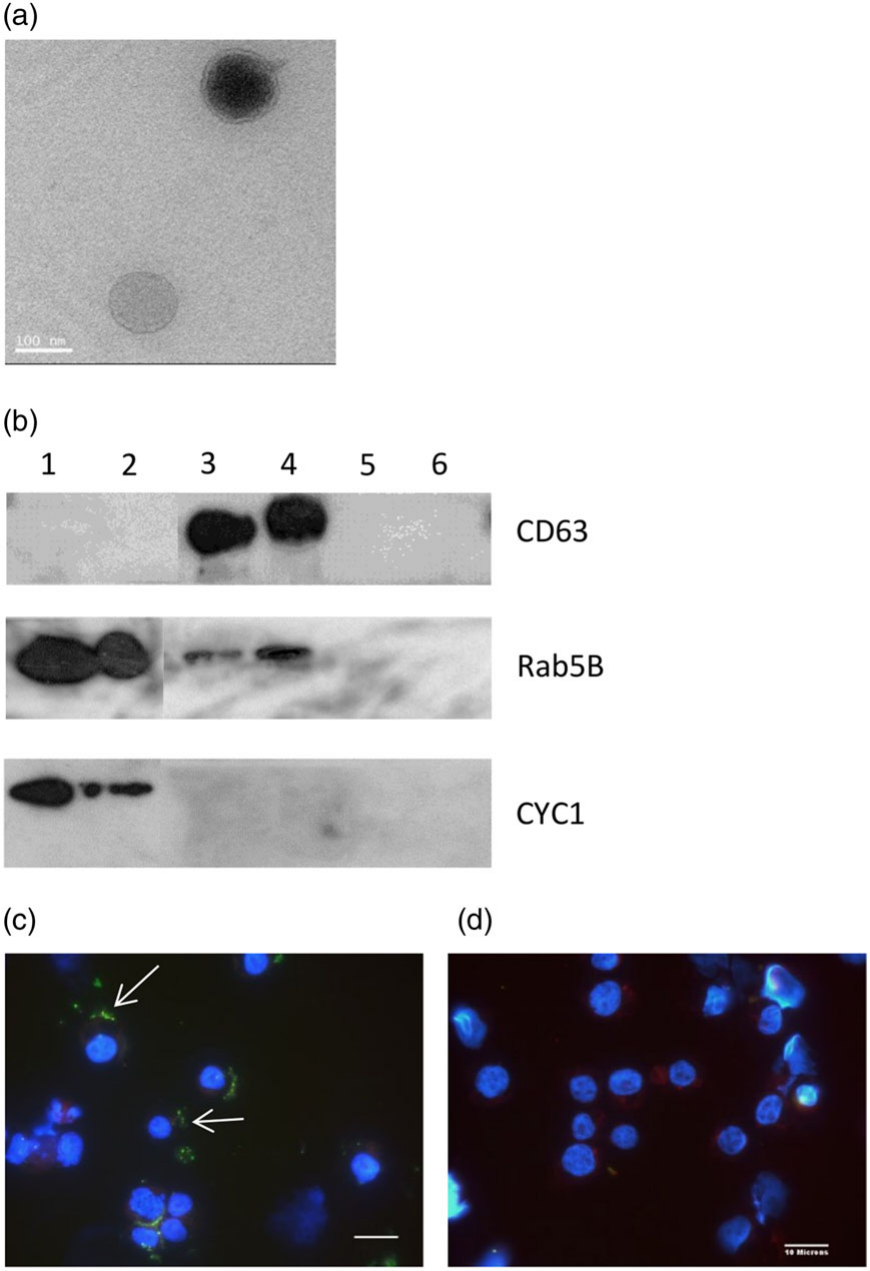
EV shed by BL20 and TBL20 cells. (a) Whole mount transmission electron microscopy of purified exosomes from TBL20. Scale bar represents 100 nm. (b) Western blot analysis of 1. BL20 whole cell extract; 2. TBL20 whole cell extract; 3. BL‐EV (ultracentrifugation); 4. TBL‐EV (ultracentrifugation); 5. BL20 concentrated EV depleted supernatant; 6. TBL20 concentrated EV depleted supernatant. Antibodies for mouse antibovine CD63 (1:500, AbD Serotec), rabbit antihuman Rab 5B (1:500, Santa Cruz Biotechnology), and rabbit antibovine Cyc1 (1:1000, Aviva Systems Biology) were used. Fluorescent microscopy images at ×60 magnification of DAPI stained BL20 cells incubated with (c) PKH‐67 labelled TBL20‐EV and (d**)** EV depleted supernatant from TBL20 cultures. Green, EV (white arrows) and blue, DAPI stained nuclei. Scale bars represent 10 μm

### 2.2 BL20‐EV and TBL20‐EV exhibit differences in protein composition/cargo

Proteomic analysis of both TBL20‐EV and BL20‐EV samples generated a list of 1,068 quantifiable proteins from Progenesis. These data have been deposited to the ProteomeXchange Consortium via the PRIDE (Vizcaino et al., 2016) partner repository with the dataset identifier PXD010713 and 10.6019/PXD010713. Prior to differential expression analysis, this list of 1,068 proteins was searched for the top 100 proteins in the Exocarta database of exosome‐associated molecules (http://www.exocarta.org/exosome_markers). Seventy of these key exosome markers were present in both TBL20‐EV and BL20‐EV populations, consistent with the isolation of a population of EV highly enriched with exosomes. Table S2 lists the 100 exosome markers and gives their normalised abundance in TBL20‐EV and BL20‐EV.

While both populations of EV contained proteins in common, differential expression analysis showed a clear divergence between BL20‐EV and TBL20‐EV, with no outliers at ANOVA *p* ≤ 0.05 at either the peptide or protein level (Figure S1 represents PCA biplots of individual samples). To increase the confidence of downstream analysis, in addition to statistical significance (ANOVA *p* ≤ 0.05), only those proteins identified by two or more unique peptides and exhibiting a fold change ≥2 were selected, resulting in a total of 479 significantly differentially expressed proteins. Of these, 395 were elevated in TBL20‐EV compared with BL20‐EV, whereas 84 were elevated in BL20‐EV compared with TBL20‐EV (depicted in Figure 2 and listed Table S3). Proteins up‐regulated in TBL20‐EV included many previously identified in TBL20 cells (Kinnaird et al., 2013a) with likely functions in extracellular matrix degradation (e.g., MMP‐9), and several involved in the immune response (e.g., ICAM‐1 and BOLA‐1). These results demonstrate that the presence of the parasite alters host protein expression levels in EV, as well as in host cells. In order to cluster these proteins into functional networks, the datasets were uploaded to ingenuity pathway analysis (IPA). Of the 395 proteins elevated in TBL20‐EV, the most significant biological processes were “infectious disease” and “cancer.” The pie chart in Figure 3 represents the top five enrichment terms generated by IPA for up‐regulated proteins in TBL20‐EV. These pathways are ranked in order of significance as shown in the table in Figure 3.

**Figure 2:**
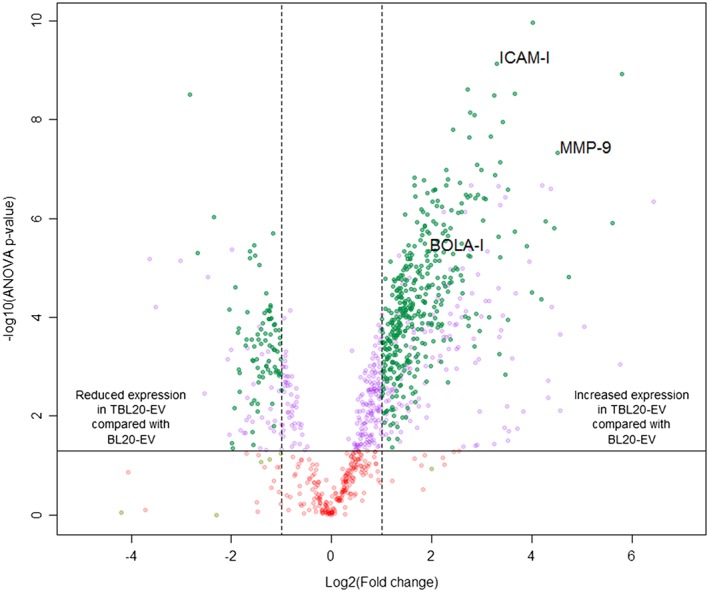
Volcano plot depicts differences in protein cargo in TBL20‐EV vs. BL20‐EV. All proteins detected by Progenesis QI were plotted. Each circle represents one protein. The log_2_ fold change in the TBL20‐EV vs. BL20‐EV is represented on the x‐axis. The y‐axis shows the negative log_10_ of the ANOVA *p* value. Different colours of circles represent proteins with the following: red, ANOVA *p* > 0.05; purple, ANOVA *p* ≤ 0.05; dark green, ANOVA *p* ≤ 0.05, ≥2 unique peptides and ≥2 fold change; pale green, ≥2 unique peptides and ≥2 fold change. ICAM‐1, MMP‐9, and BOLA‐1 are annotated to illustrate their levels of significance. All proteins above the solid horizontal line are significantly different between the groups, with ANOVA *p* ≤ 0.05. The top left panel contains proteins, which are reduced in TBL20‐EV compared with BL20‐EV, and the top right panel contains proteins, which are increased in TBL20‐EV compared with BL20‐EV, only those in dark green were used in downstream analysis

**Figure 3:**
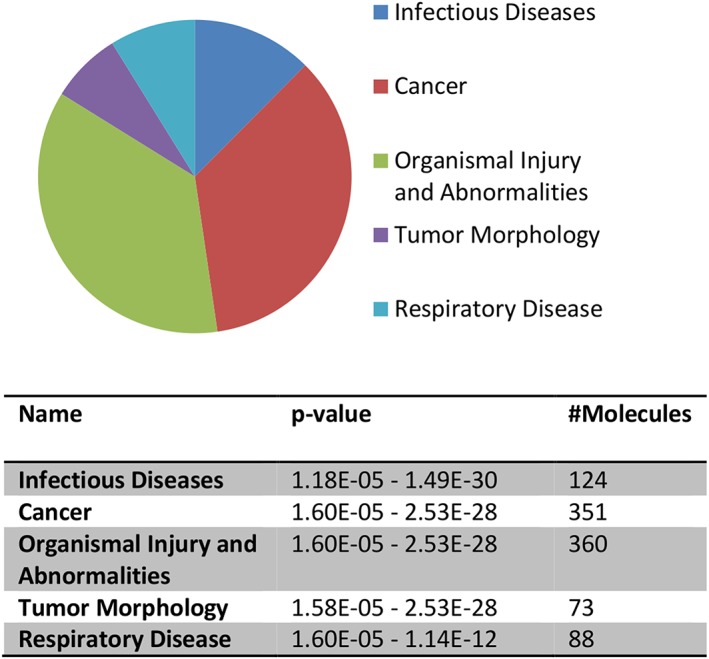
Ingenuity pathway analysis (Qiagen) of EV proteomic data. Three hundred and ninety‐five proteins significantly upregulated in TBL20‐EV, as listed in Table S3, were used for these analyses. The top five molecular and cellular functions and canonical pathways are shown in the pie chart and table. Threshold criteria considered for the analysis are ANOVA *p* ≤ 0.05, ≥2 unique peptides, and ≥2 fold change

### 2.3 BL20‐EV and TBL20‐EV exhibit differences in miRNA cargo

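Small RNA was sequenced from the EV of BL20, an immortalised bovine lymphosarcoma line, and of TBL20, which was made by infecting BL20 with T. annulata. 4 libraries of BL20-EV and 4 of TBL20-EV, numbered 0 to 3 in each group, were prepared and sequenced by LC Sciences on the Illumina platform. Raw reads numbered 9868063 to 14026308 per library, of which 7124578 to 8935044 remained as mappable reads. The deposited miRNA table held 589894, 219301, 112269 and 108370 estimated counts for BL20-EV replicates 0 to 3 (median 165785) and 259908, 198501, 141189 and 108544 for TBL20-EV (median 169845). These are 1.32% to 6.94% of the mappable reads, so that 1 count corresponds to 1.63 to 9.35 TMM-normalized CPM. The table lists 5945 sequences, 823 of them under bovine names (bta-) and the others under the names of miRNA of other species (such as chi-, goat, hsa-, human, or ssc-, pig) or as predicted sequences (PC-). Reads that matched several sequences appear to have been divided among them, since 1283 of the sequences (21.6%) have fractional counts. For the values given here, the counts were rounded and normalized by TMM, and the 377 sequences that passed edgeR's expression filter were compared between the groups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Beside it, a two-sided exact permutation test of single miRNA used the authors' normalized values on the log2 scale, where 4 libraries against 4 allow no p below 0.0286. Across the tested miRNA, which are not independent replicates, the Spearman correlation between libraries had a median of 0.812 within groups, 0.820 between libraries of different groups with the same number and 0.754 between those with other numbers. Within each group replicates 2 and 3 were the closest pair (0.951 in BL20-EV and 0.932 in TBL20-EV). Whether they share a preparation is not known, and the tests take the 4 libraries of a group as independent.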

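EV of both lines were rich in the same 3 miRNA by mean level. chi-miR-191-5p stood at 110705 ± 29448 CPM (SD, n = 4) in BL20-EV and 60746 ± 16700 in TBL20-EV. bta-miR-92a, of the miR-17/92 cluster that drives lymphocyte growth, was at 99155 ± 19636 and 98533 ± 8467, and bta-miR-1246 at 96158 ± 63082 and 69464 ± 21818. bta-miR-486 was also among the 10 most abundant of both groups. bta-miR-2478, efu-mir-9226-p3, bta-miR-142-5p, bta-miR-181a, chi-miR-21-5p and mmu-mir-6240-p5 were among those of BL20-EV alone. bta-miR-222, oar-miR-221, bta-miR-155, bta-miR-146a, bta-miR-26a and bta-miR-186 were among those of TBL20-EV alone. The 10 most abundant miRNA of each library took 50.2% ± 3.05 (SD, n = 4) of the BL20-EV counts and 44.5% ± 2.43 of the TBL20-EV counts (exact permutation test, two-sided p = 0.0571, and 0.0286 without BL20-EV replicate 0). This test leaves the replicate numbers aside. For replicates 0 to 3 the share was 46.5%, 49.3%, 53.5% and 51.7% in BL20-EV and 41.2%, 45.1%, 47.0% and 44.9% in TBL20-EV, and no paired test was made. Of the 377 miRNA tested, 16 were higher and 10 lower in TBL20-EV at an adjusted p under 0.05 from edgeR's quasi-likelihood test. At an unadjusted p under 0.01 there were 38 (23 higher), and at a p under 0.05 there were 70 (38 higher). In 60 miRNA (15.9%) no BL20-EV library overlapped a TBL20-EV library, where chance gives 2.86% if pairing is ignored. These counts leave the replicate numbers aside. Yet libraries of the same number correlated at 0.164 to 0.714 after group means were removed, above the 0.1 set for pairing. With the replicate number as a block, 47 passed the adjusted p (25 higher), DESeq2 called 50 (29 higher), and 17 passed without TBL20-EV replicate 3. Without the expression filter the counts at the unadjusted thresholds were 85 and 203, and among bovine names alone 40 had a p under 0.05.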

The results of miRNA profiling of BL20‐EV and TBL20‐EV showed that the expression of 15 miRNA differed significantly between the groups at *p* < 0.01, and 39 at *p* < 0.05 (data available at NCBI GEO, accession number GSE118456). 

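Among miRNA with a p under 0.01 from edgeR's quasi-likelihood test and a mean above 500 normalized reads in at least 1 group, 9 were higher and 2 lower in TBL20-EV. The higher ones were bta-miR-155, bta-miR-27a-3p, bta-miR-24-3p, bta-miR-146a, bta-miR-222, bta-miR-100, chi-let-7i-5p, oar-miR-221 and chi-miR-148a-3p (not among the miRNA fixed for naming, and named after its values were seen), and the lower ones bta-miR-181a and chi-miR-30a-5p. bta-miR-100, a regulator of mTOR signalling, rose from 934 ± 332 to 4354 ± 2946 CPM (SD, n = 4; log2 fold change 2.22, standard error 0.56, adjusted p = 0.0421 from the same edgeR test). chi-let-7i-5p, of the let-7 family that represses growth-promoting mRNA, rose from 2234 ± 717 to 6079 ± 1548 (log2 fold change 1.45, standard error 0.38, adjusted p = 0.0494 from edgeR). chi-miR-30a-5p fell from 12872 ± 6265 to 3385 ± 1381 (log2 fold change -1.93, standard error 0.46, adjusted p = 0.0328 from edgeR). oar-miR-221, the partner of miR-222 in 1 cluster, was at 12781 ± 6894 and 33266 ± 10029 with a log2 fold change of 1.38 (standard error 0.43), and both it and chi-miR-148a-3p had an adjusted p of 0.0941 from edgeR, above 0.05. oar-miR-221 passed with DESeq2 (0.0204) and with limma on the log2 of the authors' values plus 1 (0.0452) or plus 10 (0.0418), and chi-miR-148a-3p with DESeq2 (0.0238). The adjusted call of chi-let-7i-5p was lost when any 1 of the 8 libraries was left out (adjusted p 0.0559 to 0.177 from edgeR), that of bta-miR-100 in every such fit but the one without TBL20-EV replicate 0 (0.0698 to 0.141), and that of chi-miR-30a-5p without BL20-EV replicate 0 (0.0704), TBL20-EV replicate 2 (0.0959) or TBL20-EV replicate 3 (0.114). The number past both thresholds was 17 by DESeq2, 19 without the expression filter and 22 (12 higher) with the replicate block, and scaling by total counts gave 13, of which 9 were higher.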

In order to select miRNA of interest, we applied a cut‐off of *p* < 0.01 and a read count of >500, which gave a list of six miRNA, each of which has known functions in various models of malignancy and/or infectious disease. These results are shown in Figure 4a, where the heat map depicts the level of differential expression between samples, and in Table 1, in which log_2_ fold changes are detailed. *bta‐miR‐222*, *bta‐miR‐24‐3p*, *bta‐miR‐27a‐3p*, *bta‐miR‐155*, and *bta‐miR‐146a* are all enriched in TBL20‐EV compared with BL20‐EV, while *bta‐miR‐181a* and *b* showed a contrasting profile and are downregulated in TBL20‐EV compared with BL20‐EV. 

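bta-miR-155, which acts in the c-Jun feedback loop of Theileria infected cells, rose from 4066 ± 1106 CPM in BL20-EV to 33018 ± 2956 in TBL20-EV (SD, n = 4), a log2 fold change of 3.02 (standard error 0.30, adjusted p = 0.000559 from edgeR's quasi-likelihood test). bta-miR-27a-3p had the largest log2 fold change of the 7, 3.43 (standard error 0.40, adjusted p = 0.00105 from the same test), and rose from 792 ± 239 to 8577 ± 2490. bta-miR-24-3p, encoded both beside MIR27A and beside MIR27B, rose from 568 ± 87.9 to 3777 ± 265 (log2 fold change 2.73, standard error 0.35, adjusted p = 0.00131 from edgeR). bta-miR-146a, a target of NF-kB that dampens its signalling, rose from 4510 ± 1781 to 31509 ± 11648 (log2 fold change 2.80, standard error 0.41, adjusted p = 0.00216 from edgeR). bta-miR-222, a repressor of the cell cycle inhibitor p27, rose from 14351 ± 3374 to 46238 ± 6286 (log2 fold change 1.69, standard error 0.27, adjusted p = 0.00318 from edgeR). bta-miR-181a, which tunes antigen receptor signalling in lymphocytes, fell from 20409 ± 7264 to 8234 ± 1104 (log2 fold change -1.31, standard error 0.32, adjusted p = 0.0377 from edgeR). bta-miR-181b was at 6910 ± 1579 and 3588 ± 545, with a log2 fold change of -0.95 (standard error 0.32), and its p of 0.0138 from edgeR became 0.113 after adjustment. For each of the 7, every library of 1 group lay above every library of the other (exact permutation test, two-sided p = 0.0286, replicate numbers left aside). The paper chose the 7 from these same libraries, so this separation is not independent evidence. Of all miRNA tested, 15.9% separated in this way. The call of bta-miR-181a ended with upper quartile scaling (adjusted p = 0.0668 from edgeR), without the expression filter (0.446), or without BL20-EV replicate 0 (0.0601), BL20-EV replicate 2 (0.0735), TBL20-EV replicate 2 (0.0874) or TBL20-EV replicate 3 (0.114). bta-miR-181b passed an adjusted p of 0.05 with DESeq2 (0.00872), with limma on the log2 normalized values plus 1 (0.0303) or plus 10 (0.0300), with at least 10 counts in all 8 libraries (0.0489, edgeR) and among bovine names alone (0.00581, edgeR). From its own test, with cut-offs on p and on the read count, the paper states that the first 5 are enriched in TBL20-EV while bta-miR-181a and bta-miR-181b run the other way, and it goes on to study these last ones as tumour suppressors.

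**Figure D1:**
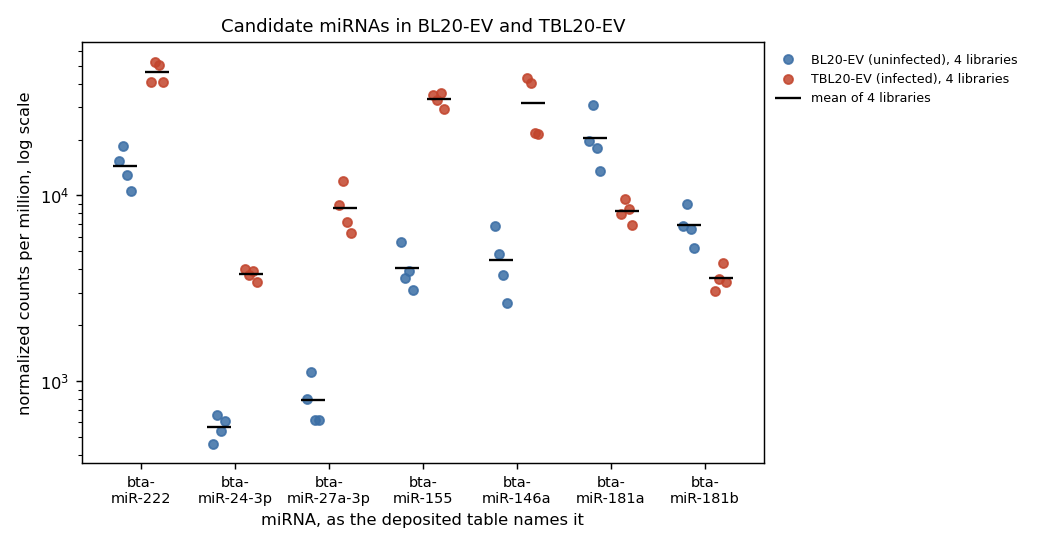
TMM-normalized CPM (log axis) of the 7 candidate miRNA in the 4 BL20-EV libraries (blue) and the 4 TBL20-EV libraries (red), with the mean of each group as a black line. bta-miR-222 lies between 10612 and 18484 in BL20-EV and between 40680 and 52603 in TBL20-EV, while bta-miR-181a lies between 13523 and 30615 in BL20-EV and between 6935 and 9600 in TBL20-EV.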

Each of the upregulated miRNA are associated with tumours and promote proliferation (see Table 1), while *bta‐miR‐181a/b* can act as tumour suppressors (Huang, Ye, Yang, Shi, & Zhao, 2015; Wang et al., 2015; Weng, Lal, Yang, & Chen, 2015). The differential expression revealed by RNA‐Seq analysis was confirmed via qRT‐PCR for the six candidate miRNA on separate biological replicates of BL20‐EV and TBL20‐EV (Figure 4b). In addition, miRNA qRT‐PCR was carried out on BL20 and TBL20 cells to determine whether specific miRNA might be selectively packaged into EV. However, the cellular expression pattern of all six miRNA was similar to that observed in EV (Figure 4c). We also characterised the expression of all six miRNA in a different cell line infected with *Theileria*, TBL‐3 compared with its uninfected partner BL‐3. All miRNA showed a similar pattern of expression in EV isolated from TBL‐3 cells relative to BL‐3 cells; in whole cell extracts, only *bta‐miR‐155* was different (Figure S2). In subsequent experiments, we focused our efforts on defining the function of the tumour suppressor miRNA, *bta‐miR‐181a/b* in *Theileria* infected cells.

**Figure 4:**
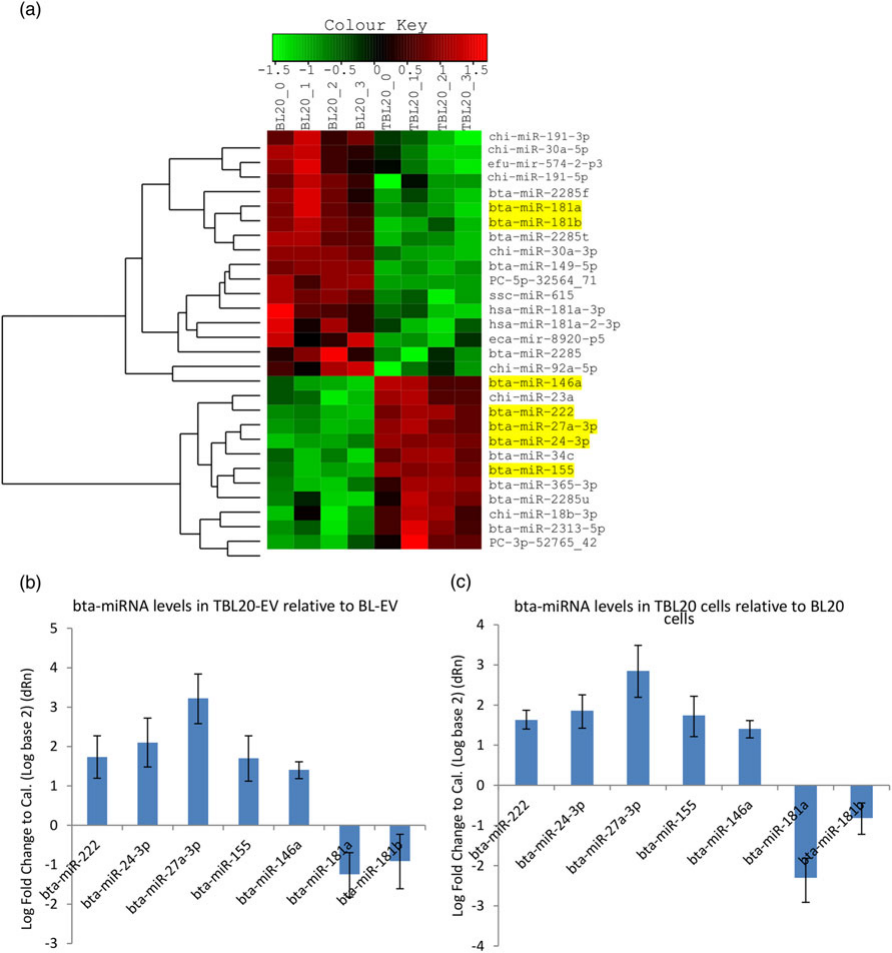
miRNA profile of TBL20‐EV. (a) Differentially expressed miRNA determined by RNA‐Seq are depicted in a heat map *p* ≤ 0.01. (b) Histograms depicting comparative qRT‐PCR data from biological replicates of EV confirms RNA‐Seq data and (c) cell of origin samples show a similar profile. Only miRNA with *p* ≤ 0.01 and a read count >500 were selected for analysis by qRT‐PCR. log_2_ fold change is calculated by comparing test samples (TBL20‐EV) to calibrator samples (BL20‐EV) using the constitutively expressed miRNA *bta‐miR‐30e‐3p* as an internal normaliser

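The heat map names 29 miRNA, of which 24 passed edgeR's expression filter: 11 of these had a higher mean in TBL20-EV and 13 a lower one. 9 of the 24 were higher and 8 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 21 had an unadjusted p under 0.01. Since these miRNA were chosen from the same libraries, the count is not independent evidence of their direction. bta-miR-34c, a member of the p53-induced miR-34 family, rose from 57.7 ± 19.4 to 323 ± 78.4 CPM (SD, n = 4; log2 fold change 2.45, standard error 0.44, adjusted p = 0.00648 from edgeR). bta-miR-2313-5p rose from 30.0 ± 11.6 to 141 ± 66.3 (log2 fold change 2.19, standard error 0.51, adjusted p = 0.0327, edgeR). ssc-miR-615 fell from 234 ± 72.2 to 29.5 ± 13.1 (log2 fold change -2.95, standard error 0.51, adjusted p = 0.00539, edgeR), and bta-miR-2285t, of a large bovine family, from 248 ± 103 to 32.6 ± 7.17 (log2 fold change -2.91, standard error 0.49, adjusted p = 0.00503, edgeR). bta-miR-2285f fell from 478 ± 234 to 133 ± 42.6 (log2 fold change -1.84, standard error 0.47, adjusted p = 0.0427, edgeR). The 7 that did not pass, bta-miR-181b among them, had adjusted p from 0.0831 to 0.122 from edgeR. Their log2 fold changes were -0.87 for chi-miR-191-5p, -1.15 for chi-miR-191-3p, -1.31 for chi-miR-92a-5p, 1.98 for chi-miR-18b-3p and 1.59 for PC-3p-52765_42. With the replicate block, chi-miR-191-5p (adjusted p = 0.0261), chi-miR-92a-5p (0.0400) and chi-miR-18b-3p (0.0251) passed edgeR's test. With at least 10 counts in all 8 libraries chi-miR-191-5p (0.0376), chi-miR-191-3p (0.0445) and chi-miR-92a-5p (0.0489) passed it. DESeq2 called chi-miR-92a-5p (0.0272), chi-miR-191-3p (0.0396), chi-miR-18b-3p (0.00768) and PC-3p-52765_42 (0.0257), and limma plus 1 or plus 10 called chi-miR-191-5p (0.0232 and 0.0213) and chi-miR-18b-3p (0.0412 and 0.0348). edgeR also called chi-miR-191-5p without TBL20-EV replicate 1 (0.0348) and chi-miR-18b-3p without BL20-EV replicate 1 (0.0194). efu-mir-574-2-p3, PC-5p-32564_71, eca-mir-8920-p5, bta-miR-2285v and bta-miR-2285u did not pass the filter. In the fit without it, bta-miR-2285u was higher (log2 fold change 4.17, adjusted p = 0.0157, edgeR) and PC-5p-32564_71 lower (adjusted p = 0.0108), while the other 3 had an adjusted p of 0.446. bta-miR-2285u also passed the filter in 5 of the fits that left out 1 library, with adjusted p from 0.0126 to 0.0788 (edgeR). In edgeR fits that left out 1 library, bta-miR-2313-5p lost its call without BL20-EV replicate 0, 2 or 3 or TBL20-EV replicate 1, 2 or 3 (adjusted p 0.0743 to 0.0978), and bta-miR-2285f without BL20-EV replicate 0, 1 or 2 or TBL20-EV replicate 2 or 3 (0.0500 to 0.145). Upper quartile scaling also ended the call of bta-miR-2285f (adjusted p = 0.0668, edgeR), and without the expression filter edgeR's adjusted p were 0.216 for bta-miR-34c, 0.446 for bta-miR-2313-5p and bta-miR-2285f and 0.0571 for bta-miR-2285t.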

**Table 1:** Host miRNA differentially expressed in TBL20‐EV compared with BL20‐EV

microRNA	Log_2_ (*p value*)	Function
*bta‐miR‐222*	1.63 (*p =* 1.5E‐05)	Oncogene in many human malignancies (Felicetti et al., 2016; Kara et al., 2015; Li et al., 2016; M. Wang et al., 2016)
*bta‐miR‐24‐3p*	2.66 (*p =* 1.5E‐05)	Promotes cell proliferation and inhibits apoptosis in human breast cancer (Lu et al., 2015)
*bta‐miR‐27a‐3p*	3.39 (*p =* 3.3E‐05)	Promotes cellular proliferation (Kara et al., 2015; Nakata et al., 2015; Wu et al., 2015)
*bta‐miR‐155*	2.94 (*p =* 9.3E‐04)	Tumour associated miRNA (Faraoni, Antonetti, Cardone, & Bonmassar, 2009; Jurkovicova et al., 2014; Kara et al., 2015)
*bta‐miR‐146a*	2.76 (*p =* 4.3E‐05)	Tumour associated miRNA (Petrovic, Davidovic, Bajic, Obradovic, & Isenovic, 2017; Sun et al., 2015)
*bta‐miR‐181a/b*	−1.35/−1.05 (*p =* 8E‐05/2E‐05)	Tumour suppressors (Shi et al., 2008; H. Wang et al., 2015; Weng et al., 2015)

*Note*. miRNA: micro RNA; TBL20‐EV: extracellular vesicles from *Theileria annulata* infected line; BL20‐EV: extracellular vesicles from bovine lymphoblastoid cell line.

### 2.4 Computational analysis of *bta‐miR‐181a* and *b* mRNA targets

Reduced levels of *bta‐miR‐181a* and *bta‐miR‐181b* in TBL20 cells may result in higher levels of expression of their target mRNA and increased levels of their protein products in EV. As miRNA bind to partially complementary sequences usually within the 3′ UTR of their target mRNAs, these targets can be predicted computationally (Rajewsky, 2006; Ritchie & Rasko, 2014). The 3′ UTR of the genes encoding the top 15 upregulated proteins in TBL20‐EV were analysed for *bta‐miR‐181a* and *bta‐miR‐181b* binding sites. *bta‐miR‐181a* and *bta‐miR‐181b* sequences were downloaded from miRBase release 21 (http://www.mirbase.org/; Kozomara & Griffiths‐Jones, 2014) and have identical seed sequences; however, their secondary structure predicted by folding and hybridisation software Mfold (http://unafold.rna.albany.edu; Zuker, 2003) is different (Table S4). For this reason, *bta‐miR‐181a* and *bta‐miR‐181b* targets were analysed separately. High confidence potential mRNA targets were defined by a ddG score of <−7 defined by the PITA algorithm and are highlighted in bold (Table 2). Amongst these were vesicle‐associated proteins TSN‐6 and IST‐1 but of particular interest was ICAM‐1, which interacts with leukocyte function associated antigen‐1, an interaction that contributes to the migration of leukocytes across the endothelium (Gahmberg, Tolvanen, & Kotovuori, 1997; Hogg, Laschinger, Giles, & McDowall, 2003). Previous studies have shown that ICAM‐1 mRNA is upregulated in TBL20 cells (Durrani, Weir, Pillai, Kinnaird, & Shiels, 2012). Additionally, matrix metalloproteinase 9 (MMP‐9) was significantly overexpressed in TBL20‐EV compared with BL20‐EV and shown to be a potential target of *miR‐181a* and *b*. MMP‐9 is upregulated at the “pre‐metastatic niche” in lung metastasis (Kaplan et al., 2005), and various MMPs have been shown to be present in tumour cell EV (Dolo et al., 1999; Hakulinen, Sankkila, Sugiyama, Lehti, & Keski‐Oja, 2008) and to have a role in metastasis of TBL20 cells (Adamson, Logan, Kinnaird, Langsley, & Hall, 2000). Although significantly altered in TBL20‐EV (but not in the top 15 differentially expressed proteins), BOLA‐1 (ranked 83) was also included as a possible target of *bta‐miR‐181a* and *b*, due to its role in antigen presentation to CD8+ T cells, a major effector mechanism of protective immunity against theileriosis (Shaw, Tilney, Musoke, & Teale, 1995).

**Table 2:** The top 15 upregulated proteins in TBL20‐EV compared with BL20‐EV and predicted *bta‐miR‐181a* and *bta‐miR‐181b* binding sites

Gene	Fold change (up in TBL20‐EV)	*q* value	No. of miR‐181a binding sites (combined ddG)	No. of miR‐181b binding sites (combined ddG)
VTA1_BOVIN Vacuolar protein sorting‐associated protein^b^	16.5	3.13E‐08	4(−2.99)	3 (−5.37)
ICAM‐1_BOVIN Intercellular adhesion molecule 1	9.6	4.96E‐08	**2 (−9.01)**	0
NEUM_BOVIN Neuromodulin	56.2	7.06E‐08	1 (2.51)	1 (−4.86)
TSN6_BOVIN Tetraspanin‐6^b^	12.6	8.72E‐08	1 (−6)	**1 (−9)**
VPS4B_BOVIN Vacuolar protein sorting‐associated protein 4B^b^	9.5	8.72E‐08	2 (−4.88)	2 (−6.32)
MFGM_BOVIN Lactadherin	6.6	8.72E‐08	0	0
SATT_BOVIN Neutral amino acid transporter A	7.3	1.85E‐07	0	1 (−6)
ITA5_BOVIN Integrin alpha‐5	6.1	2.02E‐07	0	1 (0.7)
IST1_BOVIN IST1 homologue^b^	10.5	2.58E‐07	1 (2)	**3 (−9)**
TMEDA_BOVIN Transmembrane emp24 domain‐containing protein 10^b^	5.4	2.58E‐07	3 (−4.51)	3 (−4.1)
VPS28_BOVIN Vacuolar protein sorting‐associated protein 28 homologue^b^	6.8	2.91E‐07	3 (−4.13)	1 (0.51)
CHM1B_BOVIN Charged multivesicular body protein 1b^b^	9	3.00E‐07	2 (0.2)	3 (5.58)
MMP‐9_BOVIN Matrix metalloproteinase‐9	23.3	9.12E‐07	**1 (−13.05)**	**1 (−11.84)**
VAPA_BOVIN Vesicle‐associated membrane protein‐associated protein A^b^	10.4	9.12E‐07	2 (−4.76)	2 (−5.83)
MPP7_BOVIN MAGUK p55 Subfamily Member 7	7.5	9.12E‐07	4 (−5.69)	**2 (−8.05)**
aHA1A_BOVIN BOLA‐1 Class I histocompatibility antigen, alpha chain	3.8	8.47E‐06	**2 (−11.95)**	**2 (−14.5)**

*Note*. TBL20‐EV: extracellular vesicles from *Theileria annulata* infected line; BL20‐EV: extracellular vesicles from bovine lymphoblastoid cell line.

a BOLA‐1 also included.

b known components of EV.

### 2.5 Functional confirmation of *bta‐miR‐181a*/*b* binding to target mRNAs

Three predicted targets of *bta‐miR‐181a or b* from the bioinformatic analysis were further investigated by transfection of HEK293 cells in a dual luciferase assay. Approximately 1 kb of the ICAM‐1, MMP‐9, AND BOLA‐1 3′ UTRs were cloned from TBL20 genomic DNA downstream of firefly luciferase and transiently transfected into HEK293 cells along with a plasmid containing *bta‐miR‐181a* or *b* in the forward or reverse direction. ICAM‐1 and BOLA‐1 3′ UTR sequence both contained two putative *bta‐miR‐181a* binding sites within their 3′ UTR, while MMP‐9 3′ UTR contained a single site. For *bta‐miR‐181b*, the BOLA‐1 3′ UTR contained two binding sites, MMP‐9 3′ UTR contained one, and ICAM‐1 3′ UTR had no predicted binding sites (see Table 2). Levels of luciferase in the presence of the forward or reverse *bta‐miR‐181a* or *b* were compared. *bta‐miR‐181a* suppressed the expression of ICAM‐1 3′ UTR fused to luciferase by 66% (*p =* 0.00095), while no difference was observed for MMP‐9 or BOLA‐1 3′ UTR (Figure 5a). For *bta‐miR‐181b*, the suppression of both ICAM‐1 and MMP‐9 constructs was more moderate, 21% and 7%, respectively, but these results were also significant (*p =* 0.047 and 0.021, respectively, Figure 5b). Transfection of both *bta‐miR‐181a* and *b* together did not enhance the reduction in luciferase (data not shown). Unexpectedly, a small, but significant increase in BOLA‐1 expression was observed in the presence of *bta‐miR‐181a* or *b* (*p =* 0.0003 and 0.0185, respectively).

**Figure 5:**
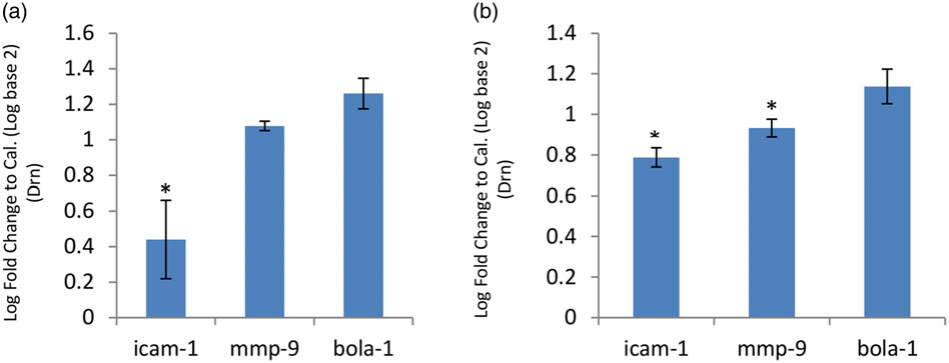
*bta‐miR‐181a i*nteracts with predicted target gene 3′ UTR. Histograms show the mean of three experiments +/− standard deviation comparing Firefly to Renilla luciferase signal in the presence of *bta‐miR‐181a* (a) or *bta‐miR‐181b* (b) and the 3′ UTRs of predicted targets mRNAs, ICAM‐1*,* MMP‐9, and BOLA‐1. *bta‐miR‐181a* or *bta‐miR‐181b* were cloned in the forward orientation and reverse orientation, and reduction in signal was calculated by comparison of the two (*p ≤ 0.05)

### 2.6 Overexpression of *miR‐181a* reduces ICAM‐1 mRNA expression in TBL20 cells

Along with elevated protein expression, mRNA encoding ICAM‐1, MMP‐9, and BOLA‐1 expression levels were increased in TBL20 cells compared with BL20 cells (Figure S3). Therefore, it was of interest to determine if there was a correlation between levels of *bta‐miR‐181a* or *bta‐miR‐181b* and their target genes in infected cells. To this end, synthetic mimics of *miR‐181a* and *b* or a negative transfection control *cel‐miR‐67* (miRIDIAN Mimic Negative Control #1) were introduced to TBL20 cells by nucleofection. Following transfection of TBL20 cells, *bta‐miR‐181a* and *b* mimics, were detected by qRT‐PCR while the *cel‐miR‐67* control showed no effect on levels of *mir‐181a* or *b* (Figure S4). qRT‐PCR was also carried out to determine if levels of ICAM‐1, MMP‐9, or BOLA‐1 mRNA were inhibited by the mimics. Interestingly, ICAM‐1 was significantly downregulated only in the presence of *bta‐miR‐181a* (Figure 6a), validating the results from the dual luciferase assay where *bta‐miR‐181a* had a much more pronounced effect on ICAM‐1 than *bta‐miR‐181b*. Expression of MMP‐9 and BOLA‐1 mRNA were unaffected by the presence of *bta‐miR‐181a* and *b* mimics (data not shown); therefore, these mRNAs are unlikely to be true targets of *miR‐181a/b* in his system.

**Figure 6:**
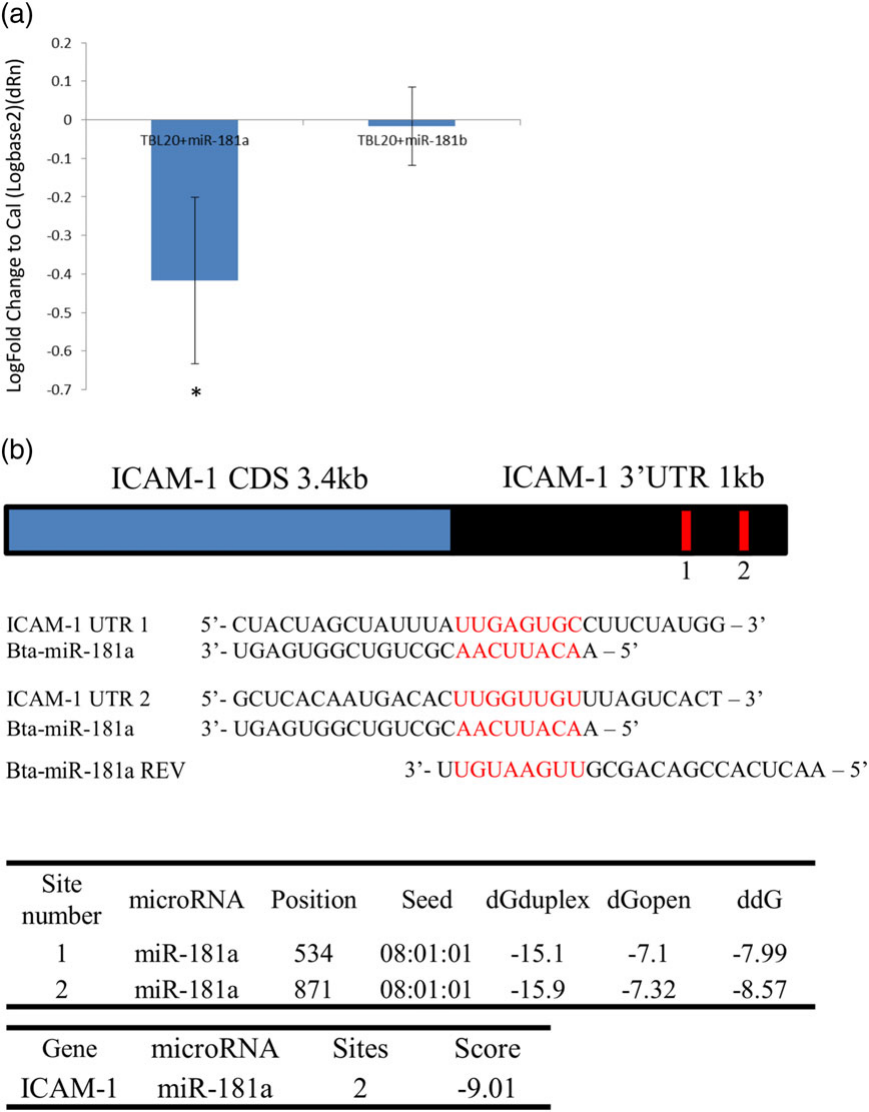
Overexpression of *miR‐181a* negatively regulates ICAM‐1 mRNA. (a) Comparative qRT‐PCR results show significantly reduced levels of ICAM‐1 expression in TBL20 cells when they are transfected with *miR‐181a* mimic (Dharmacon; *p ≤ 0.05). These results were calibrated against ICAM‐1 expression inTBL20 cells transfected with *cel‐miR‐67* negative control (Dharmacon). *bta‐miR‐30e‐3p* was used as an internal normaliser. These results were not replicated when TBL20 cells were transfected with *miR‐181b* mimic. (b) Schematic representation of ICAM‐1 cDNA and 3′ UTR showing the conserved *miR‐181a* seed region in the 3′ UTR. Bovine *miR‐181a* mature sequence with proposed base pairing to the 3′ UTR are presented. The reverse complement of *bta‐miR‐181* was used as a control for luciferase assays. Tables show data from generated using https://genie.weizmann.ac.il/pubs/mir07/mir07_prediction.html online prediction tool resulting in a combined ddG score for ICAM‐1 3’ UTR predicted binding to *bta‐mir‐181a*.

### 2.7 Transfection of TBL20 cells with *miR‐181a* causes a significant growth phenotype

When BL20 and TBL20 cells were transfected with *miR‐181a, b*, or both mimics, we observed a significant reduction in growth of TBL20 cells in the presence of *miR‐181a* compared with cells transfected with *cel‐miR‐67*. This effect was not observed using *miR‐181b*, and simultaneous transfection of both *miR‐181a* and *b* showed no additive effect (Figure 7). Significantly, this growth phenotype was only observed in TBL20 cells and not in BL20 cells. To further understand a possible role for *miR‐181a* in this system, IPA was used to generate a list of predicted *bta‐miR‐181a* gene targets. Selecting only moderate and high confidence predictions, 858 potential target genes were used in pathway analysis, and the top four canonical pathways were ceramide degradation, PTEN signalling, T‐cell signalling, and regulation of IL‐2 expression, all of which are associated with cellular proliferation, growth, or apoptosis (Table S5). It is interesting to note that an alpha subunit of casein kinase II (CSNK2A2) is a potential target of *miR‐181a* while other alpha and beta subunits of casein kinase II (CSNK2A1/CSNK2B) are upregulated in TBL20‐EV. A previous study has identified this molecule as intrinsic to *Theileria* induced lymphocyte transformation (Dessauge, Lizundia, & Langsley, 2005). Additionally, the list of 858 *miR‐181a* potential target genes was cross‐referenced with previous BL20 vs. TBL20 microarray data from this lab (Kinnaird et al., 2013b). One thousand five hundred and ninety‐six genes, which were upregulated in TBL20 cells versus BL20 cells with an FDR (*q* value) < 0.05 from that study were included in the cross referencing. Forty‐four genes were present in both lists (as shown in Table S6), some of which have roles in the regulation of cell proliferation such as CD69, DUSP10, and FAS. Further studies will be required to confirm an association between *miR‐181a* and any of these potential targets.

**Figure 7:**
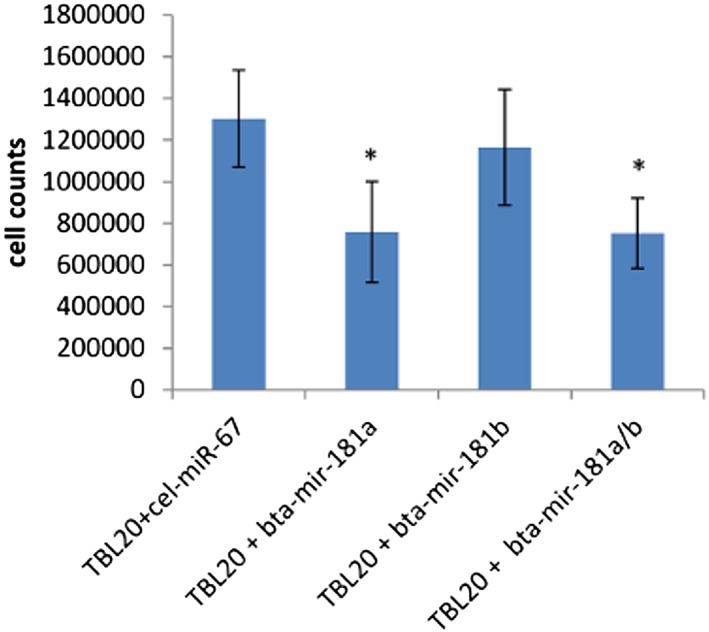
*miR‐181a* overexpression affects cell number in TBL20 cultures. Graph shows the mean of three experiments where cell counts from TBL20 cells transfected with *cel‐miR‐67, miR‐181a* mimic, *miR‐181b* mimic, or both mimics were taken at 24 hr. Counts from wells containing TBL20 cells expressing *miR‐181a* mimic or both mimics consistently and significantly showed decreased numbers (*p ≤ 0.05)

## 3 DISCUSSION

The transforming species of *Theileria* are amongst the most intriguing of eukaryotic pathogens because of their unique ability to subvert host gene expression, and cause a cancer‐like phenotype in the infected host leukocyte. Most previous studies have focused on the association between the parasite and the constitutive activation of host transcription factors such as NFkB, AP1, and cMyc (Baumgartner et al., 2000; Dessauge et al., 2005). Here, we describe a potential role for EV and their cargo in the pathobiology of T. annulata infection. EV are known to mediate communication between various cell types by transmitting signals from donor to recipient cells, negating the requirement for cell‐to‐cell contact (Tkach & Thery, 2016). The subsequent reprogramming of recipient cells has provided important insights into disease progression, most notably in the process of oncogenesis (Choi et al., 2017). In our experiments, we isolated a population of vesicles enriched with exosomes from BL20 and TBL20 cells, as judged by their protein composition, high levels of expression of marker proteins and size profile. By labelling with PKH67, TBL20‐EV were shown to enter uninfected cells, demonstrating a potential means of delivering their content. These observations are particularly pertinent given the pathogenesis of T. annulata infection, where uncontrolled proliferation, metastasis, and destruction of the lymphoid system are hallmarks of acute disease. Although EV can contain a range of components including mRNA, miRNA, and lipids (Yanez‐Mo et al., 2015), we focused on the miRNA fraction because of their potential to modulate target gene expression. Furthermore, previous studies had implicated *bta‐miR‐155* in the proliferative phenotype of T. annulata cells, by acting in a positive feedback loop, which results in stabilisation of c‐Jun and increased transcription of the gene containing *bta‐miR‐155* (Marsolier et al., 2013).

By applying stringent criteria, six miRNA were shown to be differentially expressed in TBL20‐EV compared with BL20‐EV. These expression patterns were conserved in TBL20 versus BL20 cells, indicating that in this case, the EV cargo largely reflects that of the host cell. 

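The largest fall in TBL20-EV was that of chi-miR-200c, of the miR-200 family that maintains epithelial identity, from 2389 ± 569 to 25.6 ± 28.5 CPM (SD, n = 4; log2 fold change -6.47, standard error 0.90, adjusted p = 0.00214 from edgeR's quasi-likelihood test). bta-miR-149-5p fell from 1263 ± 201 to 161 ± 28.8 (log2 fold change -2.97, standard error 0.35, adjusted p = 0.00105, edgeR), and chi-miR-30a-3p from 885 ± 183 to 166 ± 33.5 (log2 fold change -2.40, standard error 0.35, adjusted p = 0.00216, edgeR). chi-miR-23a, encoded beside miR-27a and miR-24, rose from 248 ± 149 to 2485 ± 1024 (log2 fold change 3.30, standard error 0.58, adjusted p = 0.00539, edgeR). bta-miR-365-3p rose from 194 ± 36.6 to 1296 ± 399 (log2 fold change 2.73, standard error 0.40, adjusted p = 0.00216, edgeR), and bta-miR-193a-5p from 344 ± 124 to 1654 ± 954 (log2 fold change 2.27, standard error 0.53, adjusted p = 0.0327, edgeR). These changes are taken from 16 miRNA (10 higher, 6 lower) with an adjusted p under 0.05, a mean above 100 counts per library and no overlap between the groups. The count of chi-miR-200c was 0 in TBL20-EV replicate 2, which allows up to 21.6 CPM. bta-miR-193a-5p kept an adjusted p under 0.05 only without TBL20-EV replicate 0 or 1, of the edgeR fits that left out 1 library (0.0704 to 0.114 in the others), and the filter's removal gave 0.0571 for it and for chi-miR-30a-3p.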

A recent publication (Haidar et al., 2018) described the miRNA of TBL20 and TBL3 cells relative to uninfected cells. In general, comparison of those data with the EV miRNA profiles reported here are very similar although there are subtle differences, possibly reflecting variable culture conditions used in the different laboratories.

Each of the differentially expressed miRNA identified in our study has known functions in either infectious disease or cancer. While most of the miRNA identified function to promote cell proliferation or act as oncogenes, we focused on two miRNA, *bta‐miR‐181a* and *b,* that act as tumour suppressors (Shi et al., 2008) and that were significantly downregulated in TBL20‐EV compared with BL20‐EV. 

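The miR-181 family moved in both directions in TBL20-EV: of its 6 members tested, 2 were higher and 2 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test (2 higher and 4 lower when adjusted over the list alone). bta-miR-181d rose from 12.4 ± 14.8 CPM in BL20-EV to 1125 ± 349 in TBL20-EV (SD, n = 4), a log2 fold change of 6.09 (standard error 0.80, adjusted p = 0.00171 from edgeR). bta-miR-181c rose from 40.9 ± 31.3 to 228 ± 45.3 (log2 fold change 2.55, standard error 0.58, adjusted p = 0.0283 from edgeR). The members that the paper focuses on stayed the most abundant of the family in both groups, with bta-miR-181d at 24.5% to 36.5% of bta-miR-181b in the TBL20-EV libraries and at no more than 0.430% in BL20-EV replicates 0 and 1. bta-miR-181d was not counted in BL20-EV replicates 2 and 3, where a count of 0 allows up to 28.0 and 25.8 CPM, below every TBL20-EV library. bta-miR-181b and bta-miR-181d differ at 1 of 23 bases, so that reads of the one can be taken for the other. The call of bta-miR-181c was lost without the expression filter (adjusted p = 0.216, edgeR) and in every edgeR fit that left out 1 library but the one without BL20-EV replicate 3 (0.0520 to 0.114).

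**Figure D2:**
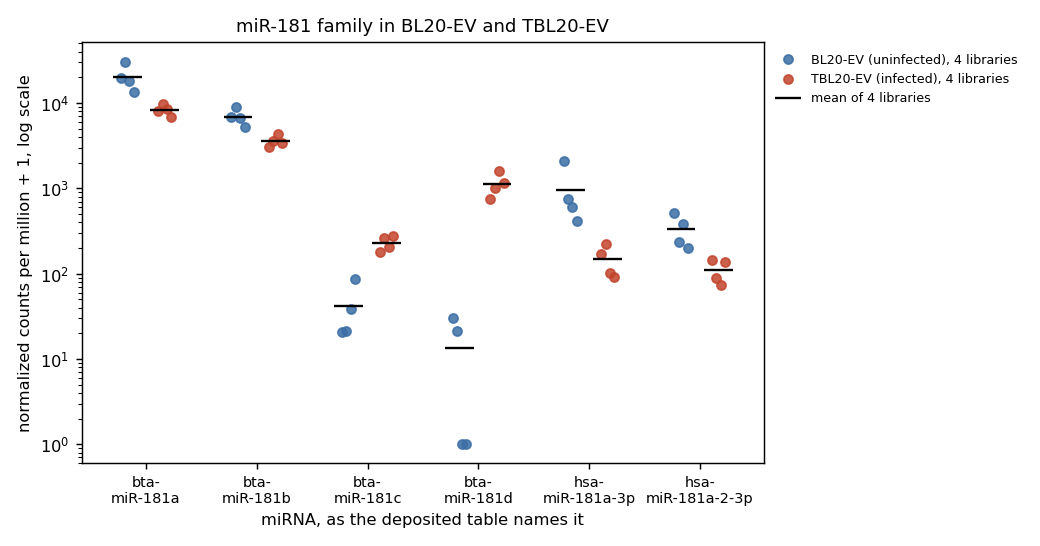
TMM-normalized CPM plus 1 (log axis) of 6 members of the miR-181 family in the 4 BL20-EV libraries (blue) and the 4 TBL20-EV libraries (red), with the group means as black lines. bta-miR-181d lies between 0 and 29.3 in BL20-EV and between 748.8 and 1585 in TBL20-EV, and bta-miR-181b between 5220 and 9032 and between 3052 and 4345.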

In order to investigate the function of *bta‐miR‐181a* and *b* in TBL20 cells, putative target genes were determined using a dual approach: First, we selected proteins significantly upregulated in TBL20‐EV versus BL20‐EV and second, identified those containing binding sites for *bta‐miR‐18a* or *b* within the 3′ UTR of the corresponding mRNA. The interaction of some of these targets with *bta‐miR‐181a/b* was then studied in a dual luciferase assay.

*bta‐miR‐181 a* and *b* are closely linked on Chr XVI in an intergenic region of the bovine genome, and while the closest gene to the *bta‐miR‐181* locus is a protein tyrosine phosphatase receptor type C (CD45), there is no evidence of any interaction between the miRNA and this gene (data not shown). 

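In the reference annotation (assembly ARS-UCD2.0), MIR181B-1 and MIR181A-1 lie side by side on chromosome 16 between the protein-coding genes PTPRC, which encodes CD45, and NR5A2. Another pair, MIR181A-2 and MIR181B-2, lies on chromosome 11 inside NR6A1. MIR181C and MIR181D lie apart from both pairs, on chromosome 7 between BRME1 and ZSWIM4. MIR23A, MIR27A and MIR24-2 lie in the same interval, with the annotated gene LOC132345691 listed between them and MIR181C. Mature miR-181a is made from both pairs, while the strand opposite to it differs between them: miR-181a-3p comes from the copy paired with MIR181B-1 and miR-181a-2-3p from the other. hsa-miR-181a-3p fell from 957 ± 756 CPM in BL20-EV to 145 ± 61.2 in TBL20-EV (SD, n = 4; log2 fold change -2.71, standard error 0.59, adjusted p = 0.0244 from edgeR's quasi-likelihood test). hsa-miR-181a-2-3p was at 333 ± 145 and 109.7 ± 35.4, with a log2 fold change of -1.60 (standard error 0.48, adjusted p = 0.0851, edgeR), and passed an adjusted p of 0.05 with DESeq2 (0.0135) and, by edgeR, with at least 10 counts in all 8 libraries (0.0445) or without BL20-EV replicate 1 (0.0440). The build behind the deposited table is not named, so no coordinates are given. The call of hsa-miR-181a-3p was lost in edgeR fits without TBL20-EV replicate 2 (adjusted p = 0.0959) or 3 (0.107).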

Despite sharing identical seed sequences and highly conserved mature sequences, differences were observed in the ability of *bta‐miR‐181a* and *bta‐miR‐181b* to bind to ICAM‐1 3’ UTR, with *bta‐miR‐181a* showing a three‐fold greater suppressive effect than *bta‐miR‐181b*. The *miR‐181* family has a well‐characterised role in modulating expression of multiple immune‐related molecules (Sun, Sit, & Feinberg, 2014) and endothelial‐expressed molecules such as VCAM (Liu et al., 2017). However, the major target of *bta‐miR‐181a* confirmed in this study was ICAM‐1, which encodes a cell surface glycoprotein expressed on a range of immune and endothelial cell types. ICAM‐1 is known to be significantly overexpressed in TBL20 cells (Kinnaird et al., 2013b) and in TBL20‐EV as reported here. By analogy with human cancer cells, overexpression of ICAM‐1 may play a role in metastasis (Yu, Lin, & Tang, 2013). As the dual luciferase assays were carried out in a heterologous transfection system, we next tested whether overexpression of either miRNA in TBL20 cells would affect target gene expression and thus indicate that the mimic was able to enter the miRNA pathway. Overexpression of *bta‐mir‐181a* in TBL20 cells resulted in the downregulation of ICAM‐1, while *bta‐mir‐181b* had no effect on its own. MMP‐9 was also experimentally confirmed as a weak target of *bta‐miR‐181b* but not of *bta‐miR‐181a* in the dual luciferase assay. However, expression of the *miR‐181b* mimic in TBL20 cells had no effect on MMP‐9 expression, implying that under the conditions tested, MMP‐9 is unlikely to be a true target of *miR‐181b*. However, the study of Haidar et al., demonstrated that a different miRNA, *bta‐miR126‐5p*, regulates MMP‐9 expression; transfection of TBL20 cells with an inhibitor of a *bta‐miR126‐5p* decreased MMP‐9 levels and reduced the capacity of the cells to migrate, while transfection with a mimic increased cell migration (Haidar et al., 2018).

TBL20 cells transfected with *miR‐181a* or *b* mimics were also examined to determine if there were phenotypic alterations that correlated with expression of either mimic. We observed that TBL20 cells proliferated much less well in the presence of *miR‐181a* mimic while *miR‐181b* alone had no such effect. Elevating *miR‐181a* suppressed proliferation and cellular growth, but only in the infected cell, consistent with the role of *miR‐181a* as a tumour suppressor (Shi et al., 2008). As the mechanism/s underlying the suppression of proliferation seemed unlikely to involve regulation of ICAM‐1, IPA was performed on all 858 predicted *bta‐mir‐181a* mRNA targets. A large number of potential pathways were highlighted, but the four most significant were ceramide degradation and PTEN, TGF‐b, and IL‐2 signalling (Table S5). Each of these pathways is associated with the control of proliferation and contain genes that may regulate proliferation of TBL20 cells. Cross‐referencing this list of predicted targets with previously published microarray data of genes upregulated in TBL20 cells revealed a list of 44 genes, some of which are involved in cellular proliferation. Future studies will focus on generating experimental data to examine the specific role played by *bta‐miR‐181a* in cell proliferation by confirming some of these interactions.

In conclusion, the miRNA profile of EV and TBL20 cells predicts their hyper‐proliferative capacity with reduction of major tumour suppressing miRNA and elevation of pro‐oncogenic miRNA. 

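Of 7 members of the miR-23/27/24 clusters, 5 were higher in TBL20-EV, none was lower and 2 did not pass an adjusted p of 0.05 from edgeR's quasi-likelihood test (5 higher when adjusted over the list alone), from 0.41 for bta-miR-27b, which did not pass, to 4.50 for tch-miR-27a-3p on the log2 scale. Of 8 miRNA induced by NF-kB or AP-1, bta-miR-155, bta-miR-146a and bta-miR-222 rose and none fell (4 higher and 1 lower when adjusted over the list alone). In the let-7/miR-98 family, known as repressors of growth, 1 of 10 rose, and 5 did when adjusted over the list alone. With the replicate block 5 of the 10 rose (7 adjusted over the list alone), bta-miR-98 among them with a log2 fold change of 1.49 without the block (standard error 0.45, adjusted p = 0.0887, edgeR) and an adjusted p of 0.0220 with it (0.0156 by DESeq2). chi-miR-200c and bta-miR-141 fell, out of 4 epithelial miRNA (2 lower when adjusted over the list alone), while chi-miR-200a had a log2 fold change of -0.79 (adjusted p = 0.763, edgeR). limma's camera, with a preset correlation of 0.01, gave the clusters an adjusted p of 8.89e-07 and the other 3 lists 0.00630 each. With an estimated correlation no list held: adjusted p = 0.254 for the miR-23/27/24 clusters, 0.564 for the NF-kB or AP-1 list, 0.702 for the let-7/miR-98 family and 0.564 for the epithelial list. The preset call was lost for the NF-kB or AP-1 list without BL20-EV replicate 2 (adjusted p = 0.0578, camera), for let-7/miR-98 without BL20-EV replicate 0 (0.0692) or 1 (0.0923) and among bovine names alone (0.396), and for the epithelial list without the expression filter (0.254). bta-miR-141 lost its call in every edgeR fit that left out 1 library but the one without TBL20-EV replicate 0 (adjusted p 0.0620 to 0.114), and chi-miR-200a changed sign without BL20-EV replicate 3 (0.27).
No other list passed camera with the settings fixed for the comparison. Without BL20-EV replicate 0 the miR-17/92 clusters passed as higher (adjusted p = 0.0134, camera). Without the expression filter, miR-221/222 (0.000144), the miR-17/92 clusters (0.0111) and the miR-34 and miR-449 family (0.0244) passed as higher and the lymphoid list (0.00498) as lower. With at least 10 counts in all 8 libraries the miR-181 family passed as lower (0.000859), but that filter leaves out bta-miR-181c and bta-miR-181d, which rose, and so decides the direction. With an estimated correlation none of these 6 calls held (camera, adjusted p from 0.206 to 0.726). Of 13 lymphoid miRNA, bta-miR-155 rose and bta-miR-181a and hsa-miR-181a-3p fell (1 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.240). In the miR-181 family (adjusted p = 0.524) the median log2 fold change was -1.13 and the mean 0.35, and camera's direction was down. In the miR-30 family 2 of 9 fell, both arms of miR-30a (2 adjusted over the list alone; adjusted p = 0.467), with a median of 0.15 and a mean of -0.40, and camera's direction was down. bta-miR-34c rose among 3 of the miR-34 and miR-449 family (1 adjusted over the list alone; adjusted p = 0.512), with a median of -0.05 and a mean of 0.73, and camera's direction was up. bta-miR-222 rose among 4 of miR-221/222 (2 higher and 1 lower adjusted over the list alone; adjusted p = 0.247), where hsa-miR-222-5p had a log2 fold change of -0.98 (adjusted p = 0.174, edgeR). bta-miR-2285t and bta-miR-2285f fell among 16 of the miR-2284 and miR-2285 family (1 higher and 3 lower adjusted over the list alone; adjusted p = 0.512), and bta-miR-2285p, at a log2 fold change of 2.29 (adjusted p = 0.0851, edgeR), passed with the replicate block (0.0441), DESeq2 (0.00548), limma plus 10 (0.0169) and among bovine names alone (0.0467). bta-miR-146a rose and bta-miR-342 did not pass (-0.21) in the myeloid list of 2 (1 adjusted over the list alone; adjusted p = 0.305).
edgeR called 0 members, over all miRNA or over the list alone, in the miR-17/92 clusters and their paralogs (20 tested, 5 with an unadjusted p under 0.05, 1 higher and 1 lower by DESeq2 and with the replicate block, 2 higher without BL20-EV replicate 0 and 1 without BL20-EV replicate 1, camera adjusted p = 0.221), with values from -1.31 for chi-miR-92a-5p to 1.98 for chi-miR-18b-3p. Likewise 0 passed among 6 serum and red cell miRNA (1 at an unadjusted p under 0.05, 0 by DESeq2, camera adjusted p = 0.512), where bta-miR-486 was at -0.96 and passed edgeR's test as lower with the replicate block (adjusted p = 0.0251) and among bovine names alone (0.0392). 0 passed by edgeR, by DESeq2 or at an unadjusted p under 0.05 among 4 of the miR-15/16 family (camera adjusted p = 0.439; bta-miR-15b 0.73), 2 of the miR-29 family (0.894), 2 muscle miRNA (0.355, 1 lower over the list alone with the block; bta-miR-133a -1.23, and -2.39 without TBL20-EV replicate 0, where edgeR's adjusted p was 0.0124) and 8 fibroblast and endothelial miRNA (0.894; ssc-miR-145-3p -0.97). The neural list had 1 member tested and was not compared. The paper named bta-miR-155, bta-miR-146a, bta-miR-222, bta-miR-24-3p, bta-miR-27a-3p, bta-miR-181a and bta-miR-181b from these same libraries, so the lists that hold them are not independent evidence of direction. bta-miR-27a-3p differs from tch-miR-27a-3p and from bta-miR-27b at 1 of 21 bases each, and reads may be shared between them.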

How infected cell EV impact on the pathobiology of tropical theileriosis is yet to be resolved, but it is intriguing to note that in older studies, parasite infected cells were shown to induce inappropriate activation and proliferation of naïve T‐cells via a contact and soluble factor dependent mechanism (Campbel & Spooner, 1999; Campbell, Howie, Odling, & Glass, 1995). While this phenomenon is likely to be complex, the role of EV with their altered expression of protein and miRNA, their ability to enter cells and to mediate immune responses (Robbins & Morelli, 2014) could have a profound effect on the progression of T. annulata infection.

## 4 Experimental procedures

### 4.1 Cell culture

BL20 is an immortalised bovine lymphosarcoma cell line (Morzaria, Roeder, Roberts, Chasey, & Drew, 1982), while TBL20, is a parasite‐infected cell line obtained by in vitro infection of BL20 cells with sporozoites of T. annulata (strain Hissar; Shiels, McDougall, Tait, & Brown, 1986). These two cell lines provide an in vitro system in which infected and non‐infected cells represent identical bovine genotypes. Cells were routinely maintained in culture at 37°C in RPMI with 20% foetal calf serum (FCS) as described previously (Shiels et al., 1992).

### 4.2 Isolation and purification of EV

Cells for EV isolation were counted, washed three times in supplement‐free RPMI, resuspended at 1 × 10^6^ cells/ml in RPMI plus 20% EV depleted FCS (Stratech), and incubated at 37°C for 12 hr prior to EV preparation. EV were initially isolated from culture supernatants of BL20 control or TBL20 infected cells by ultracentrifugation as previously described (Thery, Amigorena, Raposo, & Clayton, 2006). Briefly, 100 ml of culture was centrifuged at 300× *g* for 10 min, 2,000× *g* for 10 min, and 10,000× *g* for 30 min, with cells and cell debris discarded at each stage. EV were then pelleted by ultracentrifugation using a Surespin 630 rotor (Sorvall) at 100,000× *g* for 70 min, washed in sterile PBS, and finally centrifuged at 100,000× *g* for 70 min before resuspending in 100 μl of PBS. EV were used immediately to maximise integrity. When EV were used in cell uptake assays, they were prepared using exoEasy Maxi Kits (Qiagen) to maintain sterility. Postelution from exoEasy columns, EV were concentrated by reducing the volume of elution buffer to 50 μl using Vivaspin 500 centrifugal concentrators (Sartorius).

### 4.3 Visualisation and quantification of EV

EV purified from BL20 and TBL20 cells were resuspended in 2% paraformaldehyde (PFA) and visualised by transmission electron microscopy (TEM; Thery et al., 2006). EV were also visualised and quantified, and their size distribution measured using nanoparticle tracking analysis (NTA) on a NanoSight LM10 with NTA2.3 software (NanoSight Ltd., Minton Park, United Kingdom). EV were tracked and sized using Brownian motion. EV samples for NTA were diluted 1:250 in filtered PBS, which was also used as a negative control. The detection threshold was similar in all samples. NTA quantification of EV was confirmed using the EXOCET exosome quantitation kit read at OD405 (Systembio). EXOCET is an enzymatic, colorimetric assay that directly measures of acetylcholinesterase activity, known to be enriched, within exosomes (Gupta & Knowlton, 2007; Savina, Vidal, & Colombo, 2002).

### 4.4 Western blotting

EV were isolated from culture supernatants as described above, while cell extracts were prepared following standard protocols (Kinnaird et al., 2013a). All proteins were resolved by denaturing SDS‐PAGE (Laemmli, 1970) except when blotting with anti‐CD63 antibodies, where extracts were analysed under non‐reducing conditions (no β‐mercaptoethanol added to sample buffer and no heating to 95°C). Proteins were visualised by Coomassie blue staining of gels or by western blotting, carried out by transfer onto PVDF membrane (Amersham). Blots were probed using the following primary antibodies; mouse monoclonal antibovine CD63 (catalogue no. MCA2042, dilution, 1/500, BioRad), rabbit polyclonal antihuman Rab‐5B (catalogue no. sc‐598, dilution, 1/500, Santa Cruz Biotechnology) and rabbit antibovine Cyc1 (polyclonal, 1/1000, Aviva Systems Biology). HRP‐conjugated secondary antibodies were routinely used at one in 10,000 dilution and binding detected using the Enhanced Chemiluminscent (ECL) system (GE Healthcare).

### 4.5 EV uptake assay

TBL20‐EV were labelled with PKH67 Fluorescent Cell Linker Kit (Sigma), according to the manufacturer's guidelines. Briefly, EV were incubated with 2 × 10^−6^ M PKH67 in Diluent C, supplied with the kit, for 3 min at room temperature. Neat EV‐free FCS was used as a stop solution and was added in equal volume to the reaction. A negative control sample containing EV depleted supernatant from TBL20 was also labelled at the same time. BL20 cells at 5 × 10^5^ in 1 ml of FCS‐free RPMI were incubated with 50 μl of PKH67 labelled TBL20‐EV or TBL20‐EV depleted supernatant for 2 hr at 37°C. After incubation, cells were washed three times and resuspended in 1 ml FCS‐free RPMI and 40 μl of each suspension was analysed by cytospin, fixed in methanol for 30 min and incubated in 0.04% Evan's blue solution. After washing in PBS, slides were air dried at room temperature and mounted with ProLong Gold antifade with DAPI (molecular probes), viewed by florescence microscopy on an Olympus BX60 and images captured and overlayed using SPOT advance software.

### 4.6 Proteomic sample preparation and LC–MS analysis

Six biological replicates were used for proteomic analysis of BL20‐EV and TBL20‐EV. EV pellets were digested and acidified as described previously (Clarke et al., 2017), and the completeness of digestion was verified by SDS‐PAGE analysis of the digest preacidification and postacidification. LC–MS analysis was conducted on a QExactive HF quadrupole‐Orbitrap mass spectrometer coupled to a Dionex Ultimate 3000 RSLC nano‐liquid chromatograph (Hemel Hempstead, United Kingdom) described in (Clarke et al., 2017). Label‐free protein quantification was performed using Progenesis QI for Proteomics v.2.0 (Waters Ltd., Newcastle‐upon‐Tyne, United Kingdom). Raw data files were imported into Progenesis for peak detection and alignment and grouped into control BL20‐EV and TBL20‐EV experimental groups. Data were searched against the UniProt bovine reviewed database using Mascot v.2.4.1 (Matrix Science, London, United Kingdom). The false discovery rate at the peptide‐level was set to 1%, and peptide identifications were further filtered using a peptide ion score of 15 or greater (score indicating identity or extensive homology). Protein quantification was based on averaging the individual abundances for every unique peptide for each protein and comparing the relative abundance across sample runs and between experimental groups. IPA was applied to proteomic data for functional clustering of proteins into defined networks.

### 4.7 miRNA profiling by RNA‐Seq

RNA was prepared from triplicate samples of BL20‐EV and TBL20‐EV using Trizol (Thermo Fisher) according to manufacturer's guidelines. Library preparations and miRNA sequencing, using the Illumina next‐generation sequencing platform along with downstream statistical testing and cluster analysis, was carried out by LC Sciences (Houston, TX, U.S.A.). Cut‐offs of ANOVA *p* < 0.01 and a read count of >500 were applied to the data. miRNA qRT‐PCR was used to confirm the profile of miRNA in BL20 and TBL20 cells and EV. Three control miRNA, which were found by miRNA‐Seq to be present at similar levels between experimental conditions, were tested for consistency between groups, and *bta‐miR‐30e‐3p* was selected as the normaliser gene for all subsequent experiments. 

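The normaliser did not pass the test between TBL20-EV and BL20-EV. The table lists it under its goat name, chi-miR-30e-3p, at 1281 ± 310.0 CPM in BL20-EV and 978 ± 99.4 in TBL20-EV (SD, n = 4), a log2 fold change of -0.39 with a 95% interval from -1.15 to 0.37 (adjusted p = 0.579 from edgeR's quasi-likelihood test). The paper's text does not name the other controls. bta-miR-30e-5p and bta-miR-151-5p, for which Table S1 gives primers, did not pass the test either. bta-miR-30e-5p was at 16052 ± 6348 and 18937 ± 4890, a log2 fold change of 0.24 (95% interval -0.56 to 1.03, adjusted p = 0.778, edgeR). bta-miR-151-5p was at 8922 ± 1140 and 9614 ± 914, a log2 fold change of 0.11 (95% interval -0.49 to 0.70, adjusted p = 0.871, edgeR). A p above 0.05 does not show that the levels were equal, and the bounds farthest from 0 are those that these 4 libraries per group leave open. Among bovine names alone the sign turned for bta-miR-30e-5p (-0.01) and bta-miR-151-5p (-0.14), and for the latter also without BL20-EV replicate 1 (-0.08) or TBL20-EV replicate 3 (-0.01).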

Triplicate biological replicates were used throughout and each individual PCR run in triplicate. All primer sequences are outlined in Table S1.

### 4.8 Identifying miRNA targets and confirming miRNA–mRNA interactions in HEK293 cells

3′ UTRs of the genes encoding the top 15 overexpressed proteins in TBL20‐EV were identified using NCBI GENE and UTR database website (http://utrdb.ba.itb.cnr.it/). As a reduction in *bta‐miR‐181a* and *bta‐miR‐181b* in infected cells may result in an increase in target proteins in EV, the 3′ UTR of these 15 genes were analysed for potential *bta‐miR‐181a* and *bta‐miR‐181b* binding sites using the online prediction tool (https://genie.weizmann.ac.il/pubs/mir07/mir07_prediction.html). The PITA algorithm (Kertesz, Iovino, Unnerstall, Gaul, & Segal, 2007) used a minimum seed size of eight, allowing for a single G:U wobble, and a single mismatch and results were refined by considering only those with PITA ΔΔG energies of <−7. The 3′ UTRs from predicted *bta‐mir‐181a* and *bta‐mir‐181b* target genes encoding BOLA class 1 (bovine MHC class 1), ICAM‐1, and MMP‐9 were amplified from TBL20 genomic DNA, using PfuUltra II Fusion HS DNA Polymerase (Agilent). These genes were selected based upon their potential importance in the pathogenesis of *Theileria* infection and relevance to disease progression. Primer sequences are shown in Table S1 (restriction sites underlined).

All 3′ UTR PCR products were cloned into pCR2.1‐TOPO (Invitrogen), and then subcloned into the *Not*I site downstream of firefly luciferase in pMir‐Target (Origene). A 387 bp section of the *bta‐miR‐181a* locus and a 302 bp region of the *bta‐miR‐181b* were amplified from BL20 genomic DNA, cloned into pCR2.1‐TOPO, and subcloned into vector pEGFP‐N1 (Clontech) using *Kpn*I to generate plasmids in the forward and reverse orientation.

HEK293 cells were maintained as described previously (Winter et al., 2015). For transfections, 1 × 10^4^ cells/ml were seeded into the wells of 96‐well plates in a volume of 100 μl using Dulbecco's Modified Eagle's Medium (Sigma D5671). After 24 hr, when cells were approximately 50% confluent, they were transfected using Lipofectamine LTX (Invitrogen) with 50 ng of *bta‐miR‐181a or bta‐miR‐181b‐*containing plasmid in either the forward or reverse direction, 25 ng of the relevant pMir‐Target‐derived plasmid, and 0.5 ng of phRG‐TK (Renilla luciferase, Promega). In experiments where *bta‐miR‐181a and bta‐miR‐181b* were cotransfected, 40 ng of each plasmid was used. Transfections were performed following the manufacturer's protocol for HEK293 cells. DNA was diluted to a volume of 20 μl using Opti‐MEM I Reduced Serum Medium (Invitrogen) and 0.35 μl Lipofectamine LTX Reagent added. After incubation at room temperature for 30 min, 20 μl of the DNA‐Lipofectamine complex was then added directly to the cells in each well. Cells were grown for 48 hr, then analysed using a Dual Luciferase Assay kit (Promega) following the manufactures protocol with six replicates used per test condition. Results are presented relative to the reverse orientation control miRNA, where this control is designated a value of 1.

### 4.9 *bta‐miR‐181a* and *b* mimic experiments

To obtain transient overexpression of *bta‐miR‐181a* or *b* in TBL20 cells, two exogenous miRNA mimics and the miRIDIAN microRNA mimic transfection control, a Dy547‐labelled microRNA mimic based on the Caenorhabditis elegans miRNA *cel‐miR‐67* (miRIDIAN Mimic Negative Control #1; Dharmacon) were transfected into TBL20 cells at 60 nM using an Amaxa Nucleofector (Lonza). This control was used as it is confirmed to have minimal sequence identity with miRNAs in human, mouse, and rat. It has identical design and modifications to miRIDIAN microRNA Mimics and has no identifiable effects on tested miRNA function (https://dharmacon.horizondiscovery.com/rnai/controls/microrna‐mimic/miridian‐microrna‐mimic‐negative‐control‐1/).

Cells were incubated at 37°C for 48 hr and mRNA isolated using Trizol reagent. Comparative quantification of ICAM‐1, BOLA‐1, and MMP‐9 transcripts in TBL20 cells transfected with *miR‐181a/b* mimic or the negative control mimic was carried out by qRT‐PCR. *gapdh* was used as a normalising gene for all mRNA qRT‐PCR (Durrani et al., 2012), and all experiments were carried out in triplicate. In addition, triplicate cell cultures were counted after transfection with mimics and controls using standard Trypan blue methods and a haemocytometer. Predicted putative mRNA targets of *miR‐181a* were generated and pathway analysis on this list of genes was carried out using IPA. Eight hundred and fifty‐eight high and moderate confidence predictions were included in this analysis. This list of genes was cross referenced with previous TBL20 vs. BL20 microarray data from this lab. A cut‐off of FDR (*q*‐value) <0.05 was applied to this data resulting in a list of 1,596 genes upregulated in TBL20 cells (Kinnaird et al., 2013b).

## Supporting information

Data S1 Supporting Information

# Supplementary material for: Characterisation of infection associated microRNA and protein cargo in extracellular vesicles of Theileria annulata infected leukocytes
**Source:** Cell Microbiol. 2018 Nov 9;21(1):e12969. doi: 10.1111/cmi.12969
**Supplement:** Supplementary file 1 — Data S1 Supporting Information

**S1 Fig. Peptide Statistics.** PCA plots show proteins statistics for individual BL20-EV and TBL20-EV samples.

Protein Statistics

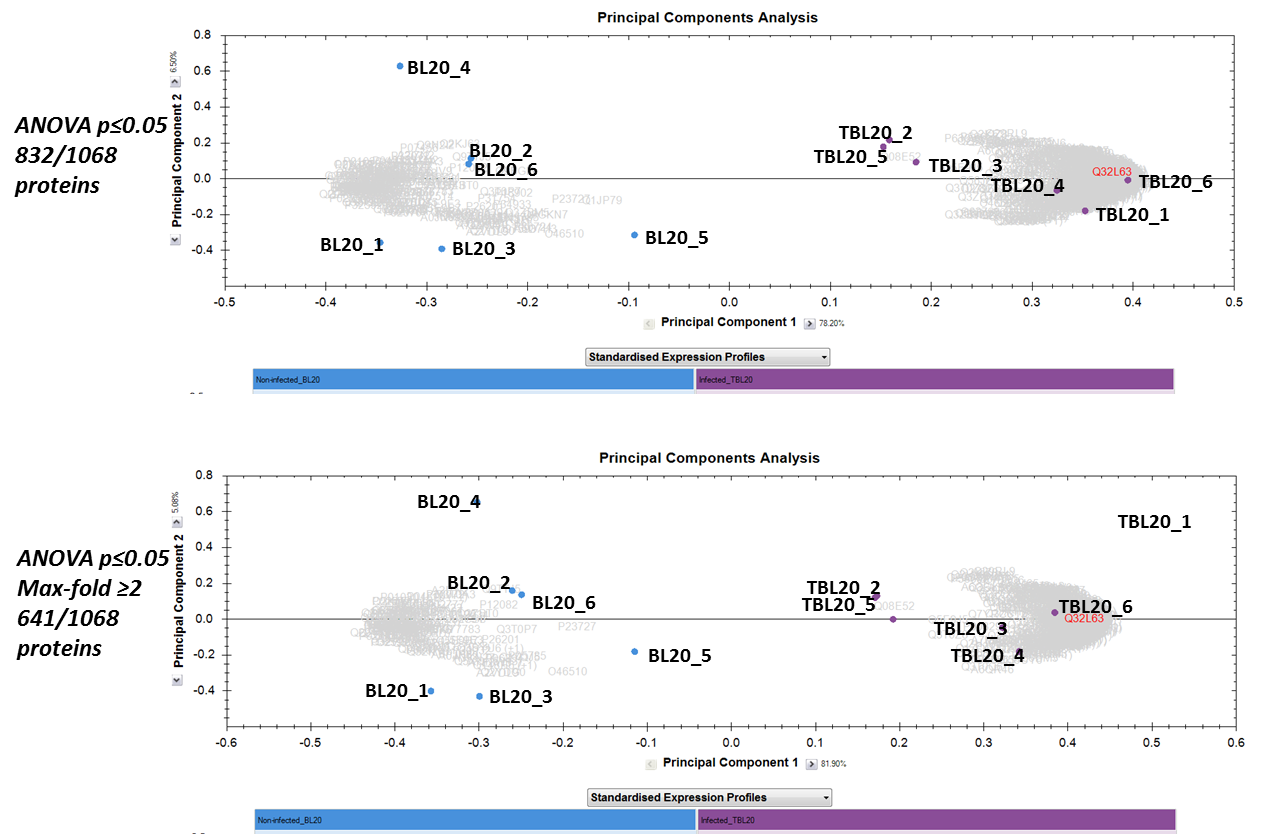

**S2 Fig. BL3-EV vs TBL3-EV and BL3 vs TBL3 cell miRNA qRT-PCR.** Histograms depict expression levels of miRNA of interest in a different *Theileria* infected cell line and in EV secreted by these cells.

**S3 Fig. *icam-1, mmp-9* and *bola-1* expression levels in TBL20 cells.** Histograms depict expression levels of mRNA encoding ICAM-1, MMP-9 and BOLA-1 in TBL20 cells compared to BL20 cells by qRT-PCR.

**S4 Fig Comparative miRNA QRTPCR** – Histograms show increased expression levels of *miR-181a* and *miR-181b* in TBL20 cells transfected with their respective mimics (Dharmacon). No such increase was observed using the negative control mimic *cel-miR-67*. Results are shown relative to expression levels in TBL20 control cells (cells with no mimic).

**S1 Table. Primer sequences.**

| Primer name | Sequence 5’-3’ |
| --- | --- |
| bta-miR-30e-5p | TGTAAACATCCTTGACTGGAAGCT |
| bta-miR-151-5p | TCGAGGAGCTCACAGTCTAGT |
| bta-miR-155 | TTAATGCTAATCGTGATAGGGGT |
| bta-mir-222 | AGCTACATCTGGCTACTGGGT |
| bta-miR-24-3p | TGGCTCAGTTCAGCAGGAACAG |
| bta-miR-27a-3p | TTCACAGTGGCTAAGTTCCG |
| bta-miR-146a | GAGAACTGAATTCCATAGGTTG |
| bta-miR-181a | AACATTCAACGCTGTCGGTGAGTT |
| bta-miR-181b | AACATTCATTGCTGTCGGTGGGTT |
| Universal reverse | GACGAGCTGCCTCAGT |
| MHC I Q F | ATGCGAGTTATGAGGCCG |
| MHC I Q R | CTGCGTGTCGTCCACATAG |
| ICAM1 Q F | CTGCAGCACAGCTTGCGC |
| ICAM1 Q R | CAGGAGTTACTGCAGTTCAC |
| MMP9 Q F | GTCCTGGCGCTCCTGGTG |
| MMP9 Q R | GTGATGTTGTGGTGGTGCCAC |
| GAPDH Q F | GGTGAAGGTCGGAGTGAAC |
| GAPDH Q R | CTGTGCCGTTGAACTTGC |
| mir-181a KpnI F | GGTACCGAGGAATCACGCTTCTTC |
| mir-181a KpnI R | GGTACCGTGAGCTTGTCCACACAG |
| mir-181b KpnI F | GGTACCCAGCCCTACCATCAGTATC |
| mir-181b KpnI R | GGTACCCACCCAGCATAGTAGCAGA |
| ICAM1 UTR NotI F | GCGGCCGCGCCCACCCCAGGATAGGA |
| ICAM1 UTR NotI R | GCGGCCGCAAGGAGTGAGCACCAC |
| MHCI UTR NotI F | GCGGCCGCGACAGCTGCCTTGTG |
| MHCI UTR NotI R | GCGGCCGCACAATAGCCTTAGAAGATAAG |
| MMP9 UTR NotI F | GCGGCCGCGGCTCCCAAGCCTGCT |
| MMP9 UTR NotI R | GCGGCCGCAACAGTGCCCGGCATATA |

**S2 Table. Exosome markers.** The top 100 proteins in the Exocarta database of exosome-associated molecules ([http://www.exocarta.org/exosomemarkers](http://www.exocarta.org/exosome_markers)) and their normalised abundance in TBL20-EV and BL20-EV.

**S3 Table. Protein lists.**  Only those proteins identified by two or more unique peptides and exhibiting a fold change ≥2 and statistical significance (ANOVA p ≤0.05) are listed. 395 elevated in TBL20-EV compared with BL20-EV, 84 elevated in BL20-EV compared to TBL20-EV.

**395 Proteins up-regulated in TBL20 EV**

**84 Proteins up-regulated in BL20 EV**

**S4 Table. Structure of *miR-181a* and *b.*** *bta-miR-181a and bta-miR-181b* sequences were obtained from miRBase 21. *bta-miR-181a and bta-miR-181b* secondary structure was predicted by folding and hybridization software Mfold (http://unafold.rna.albany.edu )

| **Species and miRNA** | **Co-ords** | **Sequence (Mature miRNA in uppercase, seed underlined)** | **Structure (using mfold http://mfold.rna.albany.edu/)** | **Initial ΔG** |
| --- | --- | --- | --- | --- |
| Bos taurus mir-181a-1 | chr16: 79940482-79940591 [-] | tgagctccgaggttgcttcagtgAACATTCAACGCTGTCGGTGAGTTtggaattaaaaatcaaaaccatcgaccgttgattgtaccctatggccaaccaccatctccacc | 10 20 30 40 50  u---\| cuccga - uc ugA U CU A g auu  gag gguug cu ag ACA UCAACG GUCGGUG GUUu ga a  cuc ccaac gg uc ugu aguugc cagcuac caaa cu a  ccac^ uacca- c ua cca u -- - a aaa  . 100 90 80 70 60 | -31.70 |
| Bos taurus mir-181b-1 | chr16: 79940310-79940419 [-] | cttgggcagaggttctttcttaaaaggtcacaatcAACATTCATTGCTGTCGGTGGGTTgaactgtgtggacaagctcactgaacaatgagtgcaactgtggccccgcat | 10  cuugg .-a\| uu  gc gagg \  cg uucu c  ua--- \ -^ uu  . 20  30 40 50 60  aaaa aucAA CUG gaa g  ggucaca CAUUCAUUG UCGGUGGGUU cu u  ccggugu gugaguaac agucacucga gg g  cc-- caac- a-- aca u  100 90 80 70 | -36.00 |

**S5 Table. List of four most significant pathways corresponding to *miR-181a* targets.**

| Ingenuity Canonical Pathways | -log(p-value) | Ratio | Molecules |
| --- | --- | --- | --- |
| Ceramide Degradation | 2.79 | 0.429 | ASAH2B,ACER2,ASAH2 |
| PTEN Signaling | 2.77 | 0.101 | PIK3R3,TGFBR2,RPS6KB1, CSNK2A2,TGFBR1,FLT1,KRAS,CDKN1B,MAP2K1,BCL2L11,FASLG,BCL2 |
| Antiproliferative Role of TOB in T Cell Signaling | 2.6 | 0.192 | TGFBR2,RB1,TGFBR1,IL2,CDKN1B |
| Regulation of IL-2 Expression in Activated and Anergic T Lymphocytes | 2.52 | 0.112 | TGFBR2,CALM1 (includes others),TGFBR1,IL2,CARD11,PPP3R1,KRAS,MAP2K1,TRA |

**S6 Table** – **Cross-referencing of gene lists**. List of 44 genes which are present in the IPA generated miR-181a predicted target list and are up-regulated in TBL20 cells (microarray data from Kinnaird *et al*, 2013b)

| Gene | Function (from NCBI GENE description) | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| ACTA2 | The protein encoded by this gene belongs to the actin family of proteins, which are highly conserved proteins that play a role in cell motility, structure and integrity. Alpha, beta and gamma actin isoforms have been identified, with alpha actins being a major constituent of the contractile apparatus, while beta and gamma actins are involved in the regulation of cell motility. This actin is an alpha actin that is found in skeletal muscle. | | | | | |
| ARHGAP18 | ARHGAP18 belongs to a family of Rho (see MIM 165390) GTPase-activating proteins that modulate cell signaling | | | | | |
| ATP6V1C2 | his gene encodes a component of vacuolar ATPase (V-ATPase), a multisubunit enzyme that mediates acidification of eukaryotic intracellular organelles. V-ATPase dependent organelle acidification is necessary for such intracellular processes as protein sorting, zymogen activation, receptor-mediated endocytosis, and synaptic vesicle proton gradient generation. V-ATPase is composed of a cytosolic V1 domain and a transmembrane V0 domain. The V1 domain consists of three A,three B, and two G subunits, as well as a C, D, E, F, and H subunit. The V1 domain contains the ATP catalytic site. This gene encodes alternate transcriptional splice variants, encoding different V1 domain C subunit isoforms. | | | | | |
| BAG2 | BAG proteins compete with Hip for binding to the Hsc70/Hsp70 ATPase domain and promote substrate release. All the BAG proteins have an approximately 45-amino acid BAG domain near the C terminus but differ markedly in their N-terminal regions. The predicted BAG2 protein contains 211 amino acids. The BAG domains of BAG1, BAG2, and BAG3 interact specifically with the Hsc70 ATPase domain in vitro and in mammalian cells. All 3 proteins bind with high affinity to the ATPase domain of Hsc70 and inhibit its chaperone activity in a Hip-repressible manner. | | | | | |
| BHLHE40 | This gene encodes a basic helix-loop-helix protein expressed in various tissues. The encoded protein can interact with ARNTL or compete for E-box binding sites in the promoter of PER1 and repress CLOCK/ARNTL's transactivation of PER1. This gene is believed to be involved in the control of circadian rhythm and cell differentiation. | | | | | |
| CAMKK1 | The product of this gene belongs to the Serine/Threonine protein kinase family, and to the Ca(2+)/calmodulin-dependent protein kinase subfamily. This protein plays a role in the calcium/calmodulin-dependent (CaM) kinase cascade. Three transcript variants encoding two distinct isoforms have been identified for this gene. | | | | | |
| CBLB | This gene encodes an E3 ubiquitin-protein ligase which promotes proteosome-mediated protein degradation by transferring ubiquitin from an E2 ubiquitin-conjugating enzyme to a substrate. The encoded protein is involved in the regulation of immune response by limiting T-cell receptor, B-cell receptor, and high affinity immunoglobulin epsilon receptor activation. Studies in mouse suggest that this gene is involved in antifungal host defense and that its inhibition leads to increased fungal killing. Manipulation of this gene may be beneficial in implementing immunotherapies for a variety of conditions, including cancer, autoimmune diseases, allergies, and infections. | | | | | |
| CBX7 | This gene encodes a protein that contains the CHROMO (CHRomatin Organization MOdifier) domain. The encoded protein is a component of the Polycomb repressive complex 1 (PRC1), and is thought to control the lifespan of several normal human cells. | | | | | |
| CD69 | This gene encodes a member of the calcium dependent lectin superfamily of type II transmembrane receptors. Expression of the encoded protein is induced upon activation of T lymphocytes, and may play a role in proliferation. Furthermore, the protein may act to transmit signals in natural killer cells and platelets. [ | | | | | |
| CPOX | The protein encoded by this gene is the sixth enzyme of the heme biosynthetic pathway. The encoded enzyme is soluble and found in the intermembrane space of mitochondria. This enzyme catalyzes the stepwise oxidative decarboxylation of coproporphyrinogen III to protoporphyrinogen IX, a precursor of heme. Defects in this gene are a cause of hereditary coproporphyria (HCP). | | | | | |
| DDIT4 | This gene encodes the DNA damage inducible transcript 4 | | | | | |
| DERL1 | he protein encoded by this gene is a member of the derlin family. Members of this family participate in the ER-associated degradation response and retrotranslocate misfolded or unfolded proteins from the ER lumen to the cytosol for proteasomal degradation. This protein recognizes substrate in the ER and works in a complex to retrotranslocate it across the ER membrane into the cytosol. This protein may select cystic fibrosis transmembrane conductance regulator protein (CFTR) for degradation as well as unfolded proteins in Alzheimer's disease. Alternative splicing results in multiple transcript variants that encode different protein isoforms. | | | | | |
| DUSP10 | Dual specificity protein phosphatases inactivate their target kinases by dephosphorylating both the phosphoserine/threonine and phosphotyrosine residues. They negatively regulate members of the MAP kinase superfamily, which is associated with cellular proliferation and differentiation. Different members of this family of dual specificity phosphatases show distinct substrate specificities for MAP kinases, different tissue distribution and subcellular localization, and different modes of expression induction by extracellular stimuli. This gene product binds to and inactivates p38 and SAPK/JNK. Alternative splicing results in multiple transcript variants | | | | | |
| DUSP6 | The protein encoded by this gene is a member of the dual specificity protein phosphatase subfamily. These phosphatases inactivate their target kinases by dephosphorylating both the phosphoserine/threonine and phosphotyrosine residues. They negatively regulate members of the mitogen-activated protein (MAP) kinase superfamily (MAPK/ERK, SAPK/JNK, p38), which are associated with cellular proliferation and differentiation. Different members of the family of dual specificity phosphatases show distinct substrate specificities for various MAP kinases, different tissue distribution and subcellular localization, and different modes of inducibility of their expression by extracellular stimuli. This gene product inactivates ERK2, is expressed in a variety of tissues with the highest levels in heart and pancreas, and unlike most other members of this family, is localized in the cytoplasm. Mutations in this gene have been associated with congenital hypogonadotropic hypogonadism. Alternatively spliced transcript variants have been found for this gene. [ | | | | | |
| EIF4A2 | Encodes eukaryotic translation initiation factor 4A2 | | | | |  |
| EXOSC3 | This gene encodes a non-catalytic component of the human exosome, a complex with 3'-5' exoribonuclease activity that plays a role in numerous RNA processing and degradation activities. Related pseudogenes of this gene are found on chromosome 19 and 21. Alternatively spliced transcript variants encoding different isoforms have been described. | | | | | |
| FAS | The protein encoded by this gene is a member of the TNF-receptor superfamily. This receptor contains a death domain. It has been shown to play a central role in the physiological regulation of programmed cell death, and has been implicated in the pathogenesis of various malignancies and diseases of the immune system. The interaction of this receptor with its ligand allows the formation of a death-inducing signaling complex that includes Fas-associated death domain protein (FADD), caspase 8, and caspase 10. The autoproteolytic processing of the caspases in the complex triggers a downstream caspase cascade, and leads to apoptosis. This receptor has been also shown to activate NF-kappaB, MAPK3/ERK1, and MAPK8/JNK, and is found to be involved in transducing the proliferating signals in normal diploid fibroblast and T cells. Several alternatively spliced transcript variants have been described, some of which are candidates for nonsense-mediated mRNA decay (NMD). The isoforms lacking the transmembrane domain may negatively regulate the apoptosis mediated by the full length isoform. | | | | | |
| GTPBP3 | This locus encodes a GTP-binding protein. The encoded protein is localized to the mitochondria and may play a role in mitochondrial tRNA modification. Polymorphisms at this locus may be associated with severity of aminoglycoside-induced deafness, a disease associated with a mutation in the 12S rRNA. Alternatively spliced transcript variants encoding different isoforms have been described. [ | | | | | |
| HIGD2A | The protein encoded by this gene is a subunit of the cytochrome c oxidase complex (complex IV), which is the terminal enzyme in the mitochondrial respiratory chain. The encoded protein is an inner mitochondrial membrane protein and is a functional ortholog of the yeast respiratory supercomplex factor 1 (Rcf1). In mouse, the orthologous protein enhances cell survival under conditions of hypoxia. | | | | | |
| HOXB8 | This gene is a member of the Antp homeobox family and encodes a nuclear protein with a homeobox DNA-binding domain. It is included in a cluster of homeobox B genes located on chromosome 17. The encoded protein functions as a sequence-specific transcription factor that is involved in development. Increased expression of this gene is associated with colorectal cancer. Mice that have had the murine ortholog of this gene knocked out exhibit an excessive pathologic grooming behavior. This behavior is similar to the behavior of humans suffering from the obsessive-compulsive spectrum disorder trichotillomania. | | | | | |
| HSP90B1 | HSP90B1 |  |  |  |  |  |
| IPPK | The protein encoded by this gene is a kinase that phosphorylates position 2 of inositol-1,3,4,5,6-pentakisphosphate to form inositol-1,2,3,4,5,6-hexakisphosphate (InsP6). InsP6 has a variety of functions, including stimulation of DNA repair, endocytosis, and mRNA export. | | | | | |
| MAGEB3 | This gene is a MAGE-B subfamily member of the MAGE gene family. MAGE family member proteins direct the expression of tumor antigens recognized on a human melanoma by autologous cytolytic T lymphocytes. There are two known clusters of MAGE genes on chromosome X. The members of the MAGE-A subfamily are located in the Xq28 region, while the members of the MAGE-B subfamily are clustered in the Xp21 region. | | | | | |
| MBOAT1 | This gene belongs to the membrane-bound O-acetyltransferase superfamily. The encoded transmembrane protein is an enzyme that transfers organic compounds, preferably from oleoyl-CoA, to hydroxyl groups of protein targets in membranes. A translocation disrupting this gene may be associated with brachydactyly syndactyly syndrome. Alternately spliced transcript variants have been described for this gene. [ | | | | | |
| MMP14 | Proteins of the matrix metalloproteinase (MMP) family are involved in the breakdown of extracellular matrix in normal physiological processes, such as embryonic development, reproduction, and tissue remodeling, as well as in disease processes, such as arthritis and metastasis. Most MMP's are secreted as inactive proproteins which are activated when cleaved by extracellular proteinases. However, the protein encoded by this gene is a member of the membrane-type MMP (MT-MMP) subfamily; each member of this subfamily contains a potential transmembrane domain suggesting that these proteins are expressed at the cell surface rather than secreted. This protein activates MMP2 protein, and this activity may be involved in tumor invasion. | | | | | |
| MPP7 | The protein encoded by this gene is a member of the p55 Stardust family of membrane-associated guanylate kinase (MAGUK) proteins, which function in the establishment of epithelial cell polarity. This family member forms a complex with the polarity protein DLG1 (discs, large homolog 1) and facilitates epithelial cell polarity and tight junction formation. Polymorphisms in this gene are associated with variations in site-specific bone mineral density (BMD). Alternative splicing results in multiple transcript variants. | | | | | |
| MPZL3 | Encodes myelin protein zero-like 3 | | |  |  |  |
| NKAIN2 | This gene encodes a transmembrane protein that interacts with the beta subunit of a sodium/potassium-transporting ATPase. A chromosomal translocation involving this gene is a cause of lymphoma. Alternative splicing results in multiple transcript variants encoding distinct isoforms. | | | | | |
| PAM | This gene encodes a multifunctional protein. The encoded preproprotein is proteolytically processed to generate the mature enzyme. This enzyme includes two domains with distinct catalytic activities, a peptidylglycine alpha-hydroxylating monooxygenase (PHM) domain and a peptidyl-alpha-hydroxyglycine alpha-amidating lyase (PAL) domain. These catalytic domains work sequentially to catalyze the conversion of neuroendocrine peptides to active alpha-amidated products. Alternative splicing results in multiple transcript variants, at least one of which encodes an isoform that is proteolytically processed. | | | | | |
| PARM1 | Encodes prostate androgen-regulated mucin-like protein 1 | | | | | |
| PAX9 | This gene is a member of the paired box (PAX) family of transcription factors. Members of this gene family typically contain a paired box domain, an octapeptide, and a paired-type homeodomain. These genes play critical roles during fetal development and cancer growth. Mice lacking this gene exhibit impaired development of organs, musculature and the skeleton, including absent and abnormally developed teeth, and neonatal lethality. Mutations in the human gene are associated with selective tooth agenesis-3. | | | | | |
| PCDHA13 | This gene is a member of the protocadherin alpha gene cluster, one of three related gene clusters tandemly linked on chromosome five that demonstrate an unusual genomic organization similar to that of B-cell and T-cell receptor gene clusters. The alpha gene cluster is composed of 15 cadherin superfamily genes related to the mouse CNR genes and consists of 13 highly similar and 2 more distantly related coding sequences. The tandem array of 15 N-terminal exons, or variable exons, are followed by downstream C-terminal exons, or constant exons, which are shared by all genes in the cluster. The large, uninterrupted N-terminal exons each encode six cadherin ectodomains while the C-terminal exons encode the cytoplasmic domain. These neural cadherin-like cell adhesion proteins are integral plasma membrane proteins that most likely play a critical role in the establishment and function of specific cell-cell connections in the brain. Alternative splicing has been observed and additional variants have been suggested but their full-length nature has yet to be determined. | | | | | |
| PITPNB | This gene encodes a cytoplasmic protein that catalyzes the transfer of phosphatidylinositol and phosphatidylcholine between membranes. This transfer activity is required for COPI complex-mediated retrograde transport from the Golgi apparatus to the endoplasmic reticulum. Alternative splicing of this gene results in multiple transcript variants. | | | | | |
| POMC | This gene encodes a polypeptide hormone precursor that undergoes extensive, tissue-specific, post-translational processing. Processing yields several biologically active peptides, which are involved in diverse cellular functions, such as energy homeostasis, steroidogenesis, and increased melanin production in melanocytes. In mouse deficiency of this gene is associated with obesity, defects in adrenal development, and altered pigmentation. A pseudogene of this gene is located on chromosome 19. Alternative splicing results in multiple transcript variants. | | | | | |
| PQLC1 | Encodes a PQ loop repeat containing 1 | | | |  |  |
| PRKCD | The protein encoded by this gene is a member of the protein kinase C family of serine- and threonine-specific protein kinases. The encoded protein is activated by diacylglycerol and is both a tumor suppressor and a positive regulator of cell cycle progression. Also, this protein can positively or negatively regulate apoptosis. Defects in this gene are a cause of autoimmune lymphoproliferative syndrome. | | | | | |
| RAP2A | Encodes a member of RAS oncogene family | | | |  |  |
| RBM47 | This gene encodes RNA binding motif protein 47 | | | | |  |
| RCAN3 | This gene encodes regulator of calcineurin 3 | | | |  |  |
| SLA | This gene encodes an Src like adaptor | | | |  |  |
| SLC2A3 | Encodes a solute carrier family 2 member 3 | | | |  |  |
| ZADH2 | Encodes zinc binding alcohol dehydrogenase, domain containing 2 | | | | | |
| ZDHHC3 | Encodes the zinc finger, DHHC domain containing 3 | | | | |  |
| ZFP28 | Encodes zinc finger protein 28pr | | |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

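Extracellular vesicles of the bovine lymphosarcoma line BL20 (BL20-EV) and of its T. annulata infected counterpart TBL20 (TBL20-EV) were profiled by small RNA sequencing in 4 libraries per group. The paper's methods name triplicate samples, while the labels and the heat map in Fig. 4a give 4 libraries per group, and all 8 were used. No other experiment of the paper was re-derived: qRT-PCR, proteomics, luciferase and cell assays were not analysed here.

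Library preparation, sequencing, testing and clustering were carried out by LC Sciences. The submitters name Bowtie 1.1.1, and for the sequencing the paper's text names neither the genome build, nor the release of the miRNA database (it names miRBase 21 for its own target search), nor the rule for assigning reads. The authors deposited read counts per library after each step (raw, adapter removed, mappable). The deposited miRNA table holds estimated counts per mature sequence, in which 1283 of 5945 sequences have fractions. It also holds the authors' normalized signal, which is the count divided by 1 library size parameter per library, with a count of 0 written as 0.001. The authors' test table gives an unadjusted p-value per sequence. For 553 of its 554 p-values, the same value to within 1e-06 on the log10 scale came out of an unequal-variance comparison of the log2 normalized values. 12 lines of the count table and the 1 p-value without a match are not analysed here. 8 per-sample columns of the test table that repeat normalized values were not used. A suffix in the table that marks a sequence longer, shorter or with a substituted base against the reference name was left off the names in the text.

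Estimated counts were rounded to whole numbers and compared with edgeR 4.0.16 (R 4.3.3): TMM normalization, filterByExpr with the 2 groups, and robust quasi-likelihood fits, with Benjamini-Hochberg adjustment over the 377 sequences that passed the filter. Log2 fold changes are TBL20-EV over BL20-EV, and the standard error is the log2 fold change divided by the square root of F. Levels are CPM of the TMM-scaled libraries, with a prior count of 2 where logs were taken for camera and for the pairing check. Single miRNA were also compared by a two-sided exact permutation test over all 70 assignments. Lists of miRNA were tested with limma's camera (limma 3.58.1) with a preset correlation of 0.01 and with an estimated one, adjusted over the 17 lists with at least 2 members tested. The p of edgeR, DESeq2, limma and the exact permutation tests measure the spread between libraries. camera sets the miRNA of a list against the other miRNA, and the tests of neighbouring genes permute values among genes. The paper describes its replicates as biological and in triplicate, and how these relate to the 4 libraries sequenced per group is not known.

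The comparisons, the lists, the alternatives and the rule for named miRNA were fixed before the data were examined, but after the paper's own tables had been read. The rule names every miRNA of the paper's text, Table 1, Table S1 or Fig. 4a with a line in the table, the 10 largest rises and 10 largest falls among those with an adjusted p under 0.05, a mean above 100 counts and no overlap between groups (10 rises and 6 falls met this), the 10 most abundant of each group, and the largest and smallest change of each list. Outside this rule, bta-miR-181c, bta-miR-141, chi-miR-200b, chi-miR-23b-3p, chi-miR-148a-3p and ssc-miR-24-1-5p were named after their values were seen. The lists hold the families miR-181, miR-221/222, let-7/miR-98, miR-15/16, miR-29, miR-34 with miR-449, miR-30 and miR-2284 with miR-2285, the miR-23/27/24 and miR-17/92 clusters, miRNA induced by NF-kB or AP-1, and markers of lymphoid, myeloid, epithelial, muscle, neural, fibroblast and endothelial cells and of serum and red cells.

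Alternatives were RLE, upper quartile and total-count scaling, DESeq2 1.42.0, limma on the log2 of the normalized values plus 1 or plus 10, no filter (5769 sequences), at least 10 counts in all 8 libraries (230), fits without robust estimation, bovine names alone (183), a replicate block, leaving out each library in turn, other rules for 500 reads (mean over all libraries, every library of a group, the highest library, raw reads), a 2-fold minimum, the 5 or 20 most abundant in place of 10, and correlations of the authors' normalized values. The numbers 0 to 3 are shared by both groups, and pairing by number comes from the data, not from the labels: after removing group means, libraries of the same number correlated at 0.164 to 0.714, all above the 0.1 set for pairing, and 3 of the 4 BL20-EV libraries correlated best with the TBL20-EV library of their number.

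The 12 pairs of libraries within groups had a chi-square per degree of freedom of 6.62 to 126, where counting error alone gives about 1, so none is a copy of another. 1 count stands for 1.63 to 9.35 CPM, and limits given for a count of 0 take 3 counts in that library and cover counting error only. On simulated counts with the means, depths and dispersions of these libraries, edgeR recovered 4.55% of 2-fold, 52.4% of 4-fold, 91.1% of 8-fold and 97.9% of 16-fold changes at an adjusted p under 0.05, and called 0.515% of 1552 unchanged sequences. Of 160 simulated lists without a change camera called 0 with the preset correlation. The simulated miRNA were drawn independently, so this does not cover lists of correlated miRNA. The 4 lists called in the real data had estimated correlations of 0.227 to 0.767. Gene positions come from the reference annotation ARS-UCD2.0, used only for names and neighbours. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for the permutation tests and figures.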

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

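The fold changes given here come from the comparison fixed in advance, while each test of an explanation was chosen only after the result was seen. 9 miRNA that neither the text nor Fig. 4a of the paper names passed an adjusted p of 0.05 from edgeR's quasi-likelihood test, 7 higher and 2 lower in TBL20-EV. None of 54 groups of 4 values, taken from the depth and scaling of the libraries and from the CPM of the candidates, of miR-30e and miR-151-5p and of the largest changes, held a library whose gap to the others exceeded the 95% critical value of Dixon's test.

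bta-miR-181d (log2 fold change 6.09) and bta-miR-181c (2.55; lost in every leave-one-out fit but that without BL20-EV replicate 3, adjusted p 0.0520 to 0.114 from edgeR) were higher in TBL20-EV while bta-miR-181a was lower and bta-miR-181b, not past the test, had a log2 fold change of -0.95. The tables argue against reads of bta-miR-181b misread as bta-miR-181d, since the log2 ratio of bta-miR-181d to bta-miR-181b differed by 8.15 between the groups with no overlap (2 CPM added to each; 8.85 without BL20-EV replicate 0 and 7.54 without BL20-EV replicate 2) and by at least 6.33 when the counts of 0 in BL20-EV replicates 2 and 3 are taken as 3, where misreading gives a constant share. They also argue against the scaling of the libraries, which cannot move the log2 ratio of bta-miR-181c to bta-miR-181a, and this differed by 3.91 with no overlap (2 CPM added to each; 4.52 without BL20-EV replicate 3). What stays open is a hypothesis found on the same data, that bta-miR-181c and bta-miR-181d may change together with their neighbours on chromosome 7. These are MIR23A and MIR27A, whose miRNA had a lowest log2 fold change of 3.30. The strands of these genes were not compared, so whether they share a transcript was not tested. The infection itself and any other difference between the lines cannot be separated in this design, which holds 1 line of each.

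chi-miR-200c (-6.47) and bta-miR-141 (-3.16; lost in every leave-one-out fit but that without TBL20-EV replicate 0, adjusted p 0.0620 to 0.114 from edgeR), encoded side by side on chromosome 5, were lower in TBL20-EV. A higher serum input in BL20-EV is argued against as the cause of the fall of chi-miR-200c. The 6 miRNA of the serum and red cell list had log2 fold changes from -0.96 to -0.10, all below 0. The lowest was that of bta-miR-486 (43737 and 22444 CPM in BL20-EV and TBL20-EV). bta-miR-486 passed edgeR's test as lower with the replicate block (adjusted p = 0.0251) and among bovine names alone (0.0392). Whether serum miRNA were carried over at all was not tested. Epithelial cells or their RNA in the BL20-EV preparations cannot be told apart from a change in the cells: chi-miR-200b, which epithelial cells also express, had a log2 fold change of -1.58 with a 95% interval from -4.31 to 1.15 (adjusted p = 0.529 from edgeR), and 0.12 without BL20-EV replicate 3. The log2 ratio of chi-miR-200b to chi-miR-200c differed by at least 5.39 between the groups with no overlap (a count of 0 for chi-miR-200c taken as 3). The difference was 4.21 without BL20-EV replicate 0, 6.44 without BL20-EV replicate 3 and 5.99 without TBL20-EV replicate 2. This ratio cannot decide the question, since RNA admixed to BL20-EV alone would leave the ratio in TBL20-EV to other RNA. In TBL20-EV chi-miR-200c was near the floor, at a mean of 25.6 CPM. Within BL20-EV itself chi-miR-200b ranged from 0.710% to 74.1% of chi-miR-200c. No biological explanation was tested for these miRNA.

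tch-miR-27a-3p had a log2 fold change of 4.50 and ssc-miR-24-1-5p of 3.89, and both passed edgeR's test in every leave-one-out fit. tch-miR-27a-3p differs at 1 of 21 bases from bta-miR-27a-3p, which the paper names. Its mean was 6.80 CPM in BL20-EV and 161 in TBL20-EV, beside 792 and 8577 for bta-miR-27a-3p, and it may hold reads of the latter. bta-miR-193a-5p had a log2 fold change of 2.27, lost without BL20-EV replicate 0, 1, 2 or 3 or TBL20-EV replicate 2 or 3 (adjusted p 0.0704 to 0.114, edgeR). bta-miR-100 had a log2 fold change of 2.22, with an adjusted p of 0.0508 with scaling by total counts (edgeR) and of 0.0555 and 0.0518 by limma plus 1 and plus 10, and leave-one-out values of 1.72 to 2.43. chi-let-7i-5p had a log2 fold change of 1.45, with leave-one-out values of 1.16 to 1.59 and an adjusted p of 0.0530 with RLE scaling, 0.0632 with total counts, 0.0513 with at least 10 counts in all 8 libraries and 0.446 without the filter (edgeR).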

How the results depend on the processing

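The counts from the authors' p-values and those of bovine names within the same fit were chosen after seeing the data; every other alternative was fixed in advance. At an adjusted p under 0.05, edgeR gave 26, DESeq2 50 and the replicate block 47. The authors' p-values gave 16, over the 314 of the 377 sequences tested that have one. edgeR fits without 1 library gave 17 (without TBL20-EV replicate 3) to 29. RLE, total-count and upper quartile scaling, limma and fits without robust estimation gave 24 to 33. All 26 passed with DESeq2, the block and without robust estimation, and 16 of the 26 in every leave-one-out fit. At a p under 0.01 (38), there were 85 without the filter, 24 by the authors' p-values over those 314 sequences, 15 by them over bta-miR names, 22 among bovine names of the same fit and 29 to 44 without 1 library. At a p under 0.05 (70), there were 203 without the filter, 40 when bovine names alone were fitted, 39 by the authors' p-values over bta-miR names, 38 among bovine names of the same fit and 64 to 98 without 1 library. With over 500 reads (11), there were 17 by DESeq2, 19 without the filter, 22 with the block, 7 by the authors' p-values over bta-miR names, 7 among bovine names of the same fit and 8 to 12 without 1 library. No filter means more sequences tested, and bovine names fewer; beyond that the cause was not tested. bta-miR-181a kept its direction in all but missed the adjusted p with upper quartile scaling (-1.22) and no filter (-1.28), and ranged from -1.47 to -1.23 without 1 library. bta-miR-181b (-1.06 to -0.95 without 1 library) passed it with DESeq2 (-0.92), limma plus 1 (-1.01) or plus 10 (-0.999), at least 10 counts in all 8 libraries (-1.001) and bovine names alone (-1.18). The 5 candidates that rose passed in every alternative. bta-miR-30e-5p turned to -0.00526 and bta-miR-151-5p to -0.14 among bovine names alone, and bta-miR-151-5p ranged from -0.0801 to 0.214 without 1 library (below 0 without BL20-EV replicate 1 or TBL20-EV replicate 3). camera called 4 lists, 7 without the filter, 2 among bovine names and 3 to 4 without 1 library. The difference in the share of the 10 most abundant was -6.96 to -4.58 percentage points without 1 library (-6.96, exact permutation p = 0.0286, without BL20-EV replicate 0). bta-let-7b ranged from -0.83 to 0.00316, chi-miR-200a from -2.41 to 0.27 and chi-miR-200b from -2.44 to 0.12, each turning without BL20-EV replicate 3. Of 776 values of 43 other miRNA, 675 kept direction and side of the threshold, 66 lost and 32 gained the call, and 3 turned. Beyond the counts given, the block made chi-miR-191-5p, chi-miR-92a-5p, chi-miR-18b-3p, bta-miR-486, bta-miR-98 and bta-miR-2285p pass and changed no other call of these 43 and the candidates and none of camera's. The median log2 fold change, -0.02, moved to -0.06 to 0.05 with the other scalings and to -0.40 without the filter. On data simulated with these depths, dispersions and 4 libraries per group, edgeR called 4.55% of 2-fold changes.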

Differences from the paper's values

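The counts from the authors' p-values and from bovine names within the same fit were chosen after seeing the values; the other alternatives named were fixed before the data were examined. The paper's count at p < 0.01 is 15 and that from edgeR's quasi-likelihood test is 38. Every alternative fixed before the data were examined gave more than 1.5 times the paper's count, from 27 to 85. The authors' p-values gave 24 over the 314 of the 377 sequences tested that have one, and 15 over names that begin with bta-miR. Bovine names of the same edgeR fit gave 22. These counts were chosen after seeing the values, and edgeR's p drops 3 of the authors' 15.

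At p < 0.05 the paper's count is 39 and edgeR's is 70. Bovine names fitted alone (40) and at least 10 counts in all 8 libraries (47) came within 1.5 times the paper's count, and all the other alternatives, from 64 to 203, did not. Alternatives chosen after seeing the values gave 64 by the authors' p-values over the 314 sequences tested that have one, 39 by them over bta-miR names and 38 among bovine names of the same fit. edgeR's p drops 11 of the authors' 39.

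At p < 0.01 and more than 500 reads the paper's count is 6, counting bta-miR-181a and b as 1, and edgeR gave 11 with a mean above 500 in at least 1 group (the paper does not state how the reads were averaged). A mean over all 8 libraries above 500 (9) and edgeR fits without BL20-EV replicate 2 (9), TBL20-EV replicate 1 (9), TBL20-EV replicate 2 (8) or TBL20-EV replicate 3 (8) came within 1.5 times the paper's count, and the others, from 10 to 22, did not. Chosen after seeing the values, the authors' p-values gave 9 over the 314 sequences tested that have one and 7 over bta-miR names. Bovine names of the same edgeR fit gave 7, which drop 1 of the authors' 7, bta-miR-181b.

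The p-values of Table 1 differ about 10-fold from those of the authors' deposited table for 4 miRNA: the paper's 9.3E-04 against 9.33e-05 for bta-miR-155, the paper's 4.3E-05 against 0.000431 for bta-miR-146a, the paper's 8E-05 against 0.000802 for bta-miR-181a and the paper's 2E-05 against 0.000200 for bta-miR-181b. The deposited p are unadjusted, and the paper names no adjustment for those of Table 1. Both sets come from the authors, so no alternative of the re-analysis applies to them.

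The paper calls bta-miR-181b lower at its threshold. It also reports this direction by qRT-PCR, in other EV replicates, in the cells and in the TBL-3 line against BL-3. Those data were not analysed here. Its log2 fold change here was -0.95, with a p of 0.0138 and an adjusted p of 0.113 from edgeR, and it passed an adjusted p of 0.05 with DESeq2 (0.00872), limma plus 1 (0.0303) or plus 10 (0.0300), at least 10 counts in all 8 libraries (0.0489) and bovine names fitted alone (0.00581). The legend of Fig. 4a gives a single p threshold for the whole heat map. Of its 24 miRNA tested, 21 passed 0.01 unadjusted by edgeR's quasi-likelihood test, and the others were chi-miR-191-5p (0.0118), bta-miR-181b and chi-miR-191-3p (0.0155). The direction of the 7 candidates was the paper's in every alternative.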

Other observations

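The tests of neighbouring genes and the comparisons with other splits of the libraries were chosen only after the results were seen. Both arms of several precursors were measured. Both arms of miR-30a fell in TBL20-EV (chi-miR-30a-5p -1.93, chi-miR-30a-3p -2.40 on the log2 scale), and both ssc-miR-24-1-5p and bta-miR-24-3p rose. Both arms of miR-191 were lower in mean without passing edgeR's adjusted p (chi-miR-191-5p 0.109, chi-miR-191-3p 0.122). For miR-222 the arms differed in sign, with bta-miR-222 at 1.69 and hsa-miR-222-5p at -0.98 (adjusted p = 0.174, edgeR), a difference that was not itself tested. Members of the paralogous cluster on chromosome 8 inside AOPEP, bta-miR-27b at 0.41 (adjusted p = 0.476, edgeR) and chi-miR-23b-3p at 0.47 (0.658), did not pass the test, whereas bta-miR-27a-3p and chi-miR-23a did. ssc-miR-24-1-5p rose (log2 fold change 3.89, adjusted p = 0.00655, edgeR). Its name is a pig name and shares its number with MIR24-1, the bovine copy in the chromosome 8 cluster. Whether the pig number matches that copy was not checked, so the cluster it comes from is not known. Whether the clusters differ from each other was not tested.

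miRNA genes within 50 kb of each other in ARS-UCD2.0 had similar changes, over 26 clusters with 69 of 165 genes. The mean gap in log2 fold change between members of a cluster was 0.55, against 1.31 when values were permuted among genes. The permutation test used the sum of squared deviations from the cluster means, not this gap, and gave p = 0.00039. Similar sequences that share reads are argued against as the whole cause, since the p was 0.00133 with 1 member per seed, and so is the chromosome 7 cluster alone, since the p was 0.00021 without it. A difference between libraries of any kind, not infection alone, may suffice: contrasts of replicate numbers across the groups gave p of 2e-05, 0.00142 and 1e-05 (the smallest the permutations can give) beside 0.00237 for infection on the same scale. The similarity is therefore not special to infection in these data.

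The 8 libraries can be split into 4 and 4 in 35 ways. At an adjusted p under 0.05 the real split gave 26 and the highest other split 1, so that 1 of 35 was as large, a share under 0.05 if the replicate numbers are left aside. At p under 0.01 the real split gave 38 and the highest other 38, at p under 0.05 70 and 74, and with over 500 reads 11 and 12, so that 2 splits of 35 were as large in each, a share above 0.05. That other split set TBL20-EV replicate 3 with BL20-EV replicates 0, 2 and 3, parts 2 of the 4 replicate pairs, keeps 3 of 4 libraries of each group together and called 0 at an adjusted p under 0.05. For the 4 lists past camera 13 splits were as large and the highest other gave 7. Since the numbers pair the libraries, the real split, which parts all 4 pairs, compares with the 8 of the 35 that do so, too few for a share under 0.05. Among these the highest other gave 1 against 26 at an adjusted p under 0.05 (0 against 47 with the replicate block), 9 against 38 at p under 0.01, 43 against 70 at p under 0.05, 2 against 11 with over 500 reads, and 4 lists against 4.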
